# Annexin A1 exerts renoprotective effects in experimental crescentic glomerulonephritis

**DOI:** 10.3389/fphys.2022.984362

**Published:** 2022-10-12

**Authors:** Robert Labes, Lei Dong, Ralf Mrowka, Sebastian Bachmann, Sibylle von Vietinghoff, Alexander Paliege

**Keywords:** annexin A1 (AnxA1), nephrotoxic serum nephritis, crescentic glomerulonephritis, renal fibrosis, neutrophil granulocyte (PMN), prostaglandin E2 (PGE2), resolution of inflammation, epoxydocosapentaenoic acids (EDPs)

## Abstract

Non-resolving inflammation plays a critical role during the transition from renal injury towards end-stage renal disease. The glucocorticoid-inducible protein annexin A1 has been shown to function as key regulator in the resolution phase of inflammation, but its role in immune-mediated crescentic glomerulonephritis has not been studied so far.

**Methods:** Acute crescentic glomerulonephritis was induced in annexin A1-deficient and wildtype mice using a sheep serum against rat glomerular basement membrane constituents. Animals were sacrificed at d5 and d10 after nephritis induction. Renal leukocyte abundance was studied by immunofluorescence and flow cytometry. Alterations in gene expression were determined by RNA-Seq and gene ontology analysis. Renal levels of eicosanoids and related lipid products were measured using lipid mass spectrometry.

**Results:** Histological analysis revealed an increased number of sclerotic glomeruli and aggravated tubulointerstitial damage in the kidneys of annexin A1-deficient mice compared to the wildtype controls. Flow cytometry analysis confirmed an increased number of CD45^+^ leukocytes and neutrophil granulocytes in the absence of annexin A1. Lipid mass spectrometry showed elevated levels of prostaglandins PGE2 and PGD2 and reduced levels of antiinflammatory epoxydocosapentaenoic acid regioisomers. RNA-Seq with subsequent gene ontology analysis revealed induction of gene products related to leukocyte activation and chemotaxis as well as regulation of cytokine production and secretion.

**Conclusion:** Intrinsic annexin A1 reduces proinflammatory signals and infiltration of neutrophil granulocytes and thereby protects the kidney during crescentic glomerulonephritis. The annexin A1 signaling cascade may therefore provide novel targets for the treatment of inflammatory kidney disease.

## Introduction

Intense inflammation, necrotic destruction of the glomerular tuft and the subsequent formation of crescentic scars (crescentic glomerulonephritis, cGN) are defining features of rapidly progressive glomerulonephritis. The natural course of this condition is characterized by an acute onset of renal dysfunction with marked glomerular hematuria, proteinuria, and a rapid loss of excretory kidney function. Despite the utilization of harsh immunosuppressive treatment, cGN frequently causes chronic, progressive kidney injury and remains a common cause of end stage renal disease (Saran et al., 2019; Trimarchi, 2021), therefore highlighting the need for novel renoprotective therapeutic strategies (Kidney Disease: Improving Global Outcomes (KDIGO) Glomerular Diseases Work Group, 2021).

Previous studies have identified a variety of intrinsic mediators which are activated during the resolution phase of acute inflammation and exert antiinflammatory effects (Ortega-Gomez et al., 2013). The calcium- and phospholipid-binding protein annexin A1 (AnxA1) inhibits leukocyte recruitment and adhesion to endothelial cells (Brancaleone et al., 2011), promotes apoptosis of neutrophils in the inflamed tissue (Vago et al., 2012) and suppresses the synthesis of essential proinflammatory cytokines (Pupjalis et al., 2011; Sugimoto et al., 2016) and eicosanoid species (Herbert et al., 2007; Wang et al., 2011; Seidel et al., 2012). AnxA1 was therefore proposed to play a central role in the resolution of inflammation (Gobbetti and Cooray, 2016). In addition, AnxA1 can be released by damaged and dying cells to act as a “find me” and “eat me” signal for phagocytes. Thereby, AnxA1 may contribute to the effective clearance of apoptotic and necrotic cells and thus help to avoid secondary damage and autoimmunity (Scannell et al., 2007; Blume et al., 2012). AnxA1 is abundantly expressed in the kidney but may also be introduced to the site of damage by infiltrating leukocytes and fibroblasts (McKanna et al., 1992; Dreier et al., 1998; Seidel et al., 2012; Neymeyer et al., 2015; Wang et al., 2022). Evidence for a significant contribution of leukocyte species to the overall tissue abundance of AnxA1 in the diseased kidney is also provided by recent single cell RNA-seq data which show a high abundance of AnxA1 mRNA in fibroblasts, monocytes and other leukocyte subspecies (https://www.kpmp.org).

Renoprotective effects of AnxA1 have been demonstrated for a variety of not primarily immune-mediated conditions including diabetic nephropathy (Wu et al., 2021), ischemia/reperfusion injury (Facio et al., 2011; Suliman et al., 2021) and calcineurin inhibitor toxicity (Araujo et al., 2010; Araujo et al., 2012). Protective mechanisms include antiinflammatory and antifibrotic effects *via* formyl peptide receptor 2 signaling, alteration of MAP kinase signaling and inhibition of TGF-β and NF-kB (Neymeyer et al., 2015; Purvis et al., 2018; Wu et al., 2021).

The regulation of AnxA1 during the course of acute cGN and its effects on renal inflammation and fibrosis in this setting have not been studied. Using the nephrotoxic serum nephritis model of cGN in wildtype (WT) and AnxA1-deficient mice, we here show that AnxA1 protein abundance is increased at d10 after nephritis induction in WT mice. Localization studies revealed an accumulation of AnxA1 immunoreactive protein in regions with damaged glomeruli and nephron segments, corresponding to inflammatory infiltrates and fibrotic scar tissue. At this point in time, proteinuria, morphological damage markers, leukocyte infiltration, expression of proinflammatory cytokines and fibrotic markers were all increased in AnxA1-deficient mice compared to the WT mice. Our data demonstrate a protective role of intrinsic AnxA1 in this model for acute cGN and provide a rational for further studies exploring AnxA1-based pharmacological treatment strategies in inflammatory diseases of the kidney.

## Materials and methods

### Animal studies and tissue preservation

Animal studies were approved by the Berlin Council on Animal Care (permission no. G0251/14) and performed according the NIH Guide for the Care and Use of Laboratory Animals. AnxA1-deficient mice were originally generated by (Hannon et al., 2003) and bred in the Charité animal facility maintaining a C57Bl/6 genetic background. AnxA1-deficient and WT mice were derived from heterozygous breeder pairs and maintained in homozygous colonies under identical environmental conditions.

cGN was induced by intraperitoneal injection of 400 µl of a sheep serum raised against rat glomerular basement membrane constituents (PTX-001S; PROBETEX, San Antonio, United States). The dose was chosen based on published data (Moll et al., 2018; Ougaard et al., 2018) and on preliminary studies in which this dose showed a robust nephritic response without excessive mortality of AnxA1-deficient mice. The same batch of serum was used throughout the study to avoid variations in composition and activity. Control mice for both genotypes received an injection with normal sheep serum (Dianova, Hamburg, Germany). 18 h urine samples were collected on day 4 and 9, and the experiment was terminated at d5 or d10 after nephritis induction.

Kidneys for morphological and immunofluorescence analysis were perfusion-fixed *via* the abdominal aorta using 3% paraformaldehyde in PBS and processed for paraffin or cryostat sectioning as previously described (Paliege et al., 2012). Kidneys for biochemical analysis and flow cytometry were flushed with phosphate buffer (4.3 g/l NaH2PO4 and 14.8 g/l Na2HPO4) (Andrews and Coffey, 1984) to remove blood cells and plasma constituents and either processed immediately for flow cytometry or snap frozen in liquid nitrogen and stored at -80°C.

### Laboratory parameters

Urinary creatinine and albumin concentrations were measured in the Clinical Chemistry Department at the University Hospital Dresden using standard procedures.

### Quantitative real time PCR

Generation of cDNA and subsequent PCR analysis were performed following established methodology (Seidel et al., 2012). In brief, total mRNA from whole kidneys was extracted using the TRIzol™ chloroform extraction method (5Prime, Hamburg, Germany). cDNA was generated by reverse transcription using a kit (Bioline, Luckenwalde, Germany). Expression levels of AnxA1 and Col1A1 were assessed using TaqMan® real time RT-PCR with GAPDH serving as loading control. Probes (AnxA1 #4331182, Col1A1 #4331182, murine GAPDH 4352339E-1108037), and master mix (#4369016) were purchased from Applied Biosystems™ (Darmstadt, Germany). Data were analyzed according to the 2^−∆∆CT^ method, and mRNA levels expressed as x-fold of control (Livak and Schmittgen, 2001).

### Histology and morphometric analysis

Paraffin sections (4 µm) were deparaffinized in Xylol and rehydrated in ethanol and PBS. Periodic acid-Schiff (PAS) staining and Sirius Red staining were performed using established methodology (Junqueira et al., 1979). Stained sections were imaged using a Leica DMRB light microscope equipped with a Zeiss AxioCam MRc digital camera and AxioVision software (Zeiss, Jena, Germany). Quantification of glomerular damage was performed in a blinded manner by counting glomeruli displaying signs of necrosis in the glomerular tuft, crescent formation or global sclerosis. Numbers of glomeruli with crescents and global sclerosis were added and normalized to the total number of glomeruli in the section. Tubulointerstitial damage was determined on blinded sections by visual assessment of the area with interstitial fibrosis and tubular atrophy (Farris et al., 2011). Quantification of Sirius Red signal was performed in an automated image analysis approach using the Fiji distribution of ImageJ (Schindelin et al., 2012). To this end, 6 to 8 adjacent 200 x color images from the kidney cortex were acquired using constant illumination and camera settings. Images were converted to red, green and blue. Sirius Red signal was segmented with a color threshold (HUE min = 232, max = 255; saturation min = 132, max = 255; brightness min = 0, max = 255). The resulting black-and-white image was used to calculate the total signal area and to generate a mask for the measurement of integrated signal intensity with built-in Fiji tool kit.

### Immunofluorescence staining

Four-µm paraffin sections were deparaffinized in xylene and rehydrated in ethanol and PBS. Sections were subsequently boiled in 0.1 M citrate buffer to improve antigen presentation. Cryostat sections were incubated with 0.5% Triton™ X-100 (Sigma-Aldrich, Saint Louis, United States) in PBS for 30 min at room temperature to improve antibody penetration. Unspecific protein binding sites were blocked with 5% skim milk in PBS for 30 min at room temperature. Primary antibodies (Supplementary Table S1) were diluted in milk and incubated overnight at 4 °C. Bound antibodies were detected with Cy2-or Cy3-labeled secondary antibodies (Jackson Laboratories, Bar Harbor, United States). Image acquisition was performed with a Zeiss LSM5 Exciter confocal microscope and ZEN imaging software (Zeiss, Jena, Germany).

### Immunoblotting

Tissue samples were homogenized in liquid nitrogen and dissolved in buffer containing 250 mM sucrose, 10 mM triethanolamine, protease inhibitor (cOmplete™; Roche) as previously described (Seidel et al., 2012; Neymeyer et al., 2015). Samples were sonicated and nuclei removed by centrifugation (1,000 ×*g* for 10 min). Postnuclear supernatants were separated on 10% polyacrylamide mini-gels. Proteins were transferred to nitrocellulose membranes. Unspecific binding sites were blocked with 5% skim milk in PBS for 1 h at room temperature. Antibodies were diluted in milk as detailed in Supplementary Table S1 and applied overnight at 4°C. The abundance of α-tubulin was determined in parallel and served as loading control. Detection of bound primary antibodies was performed by incubation with horseradish peroxidase-conjugated secondary antibodies (Agilent Technologies, Santa Clara, United States) diluted in milk. Signals were generated by incubation with ECL solution (Western Blotting Detection Reagents, GE Healthcare). Image acquisition and signal quantification were performed using an Intas ECL ChemoCam Imager HR 3.2/6.0 (Intas Science Imaging Instruments, Göttingen, Germany).

### Flow cytometry

Fresh kidney samples were prepared for enzymatic digestion as previously described (Ge et al., 2013). In brief, kidneys were dissected in digestion buffer containing 450 U/ml collagenase type I, 250 U/ml collagenase type XI, 120 U/ml hyaluronidase type I-s and 120 U/ml DNAse 1 (all Sigma-Aldrich, Saint Louis, United States) and subsequently incubated for 1 h at 37°C and 150 RPM. The tissue suspension was passed through a cell strainer (mesh size = 70 µm; Corning, New York, United States) to produce a single cell suspension. Staining was performed by mixing the cell suspensions with a cocktail containing the appropriate antibodies (Supplementary Table S1). Yellow and near-infrared LIVE/DEAD™ Fixable Dead Cell Stain Kit (Invitrogen, Carlsbad, CA) was used according to the manufacturer’s instructions. Flow cytometry analysis was performed using a Becton-Dickinson FACSCanto™ II flow cytometer (BD Biosciences, Heidelberg, Germany). Cells were gated for live CD45^+^ cells and normalized to the number of total events to determine the leukocyte abundance in relation to all renal cells. Data analysis was performed using FlowJo™ software (TreeStar Inc., Ashland, OR). The gating strategy is depicted in the Supplementary Figures S1–S3.

### *In situ* hybridization

mRNA *in situ* hybridization for collagen 1 was performed using a probe covering nucleotides 2,256–2,468 of rat collagen 1a2 cDNA (NM_053356). Bound RNA was visualized using 4-nitroblue tetrazolium chloride as described previously (Skogstrand et al., 2013). Stained sections were evaluated using the Leica DMRB microscope.

### Quantification of renal eicosanoid levels

Free tissue levels of eicosanoids and related lipid mediators were determined by mass spectrometry as previously described (Boldt et al., 2016). In brief, kidney samples were finely ground in liquid nitrogen and dissolved in a 50/50 vol/vol mixture of water and methanol supplemented with 0.01% butylhydroxytoluol. Samples were subsequently mixed with 10 µl internal standard solution (0.5 μg/ml) and 2 ml SPE-buffer (0.1 mol/l aqueous sodium acetate solution, pH 6). Solid-phase extraction was performed using a Bond-ElutCertify-II-Column (Phenomenex, Torrance, CA) following the instructions of the manufacturer. Eicosanoids were eluted with 2 ml n-hexane/ethylacetate (25/75 vol/vol) with 1% acetic acid. The solvent was evaporated and residues were resuspended in 100 µl methanol/water mixture. Liquid chromatography-mass spectrometry (LC-MS/MS) was performed at the mass spectrometry facility of Lipidomix (Lipidomix, Berlin, Germany). Values were normalized to the protein content of the sample.

### Gene expression analysis

Transcriptome analysis was performed using Illumina Next Generation Sequencing with an Illumina HiSeq 4000 System and HiSeq Cluster Kit v4 and HiSeq SBS Kit v4 according to the manufacturer’s protocol (Illumina Inc. San Diego, United States). Data from 5 mice per group were obtained and evaluated using the web-based Gene SeT AnaLysis Toolkit (WebGestalt) (Wang et al., 2017). All differentially regulated genes with *p* < 0.05 were included in the analysis. Pathway analysis was conducted using the Gene Ontology Biological processes database (Ashburner et al., 2000). The top 20 pathways sorted by the adjusted *p*-value for down- and upregulated genes are shown.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 5 software (GraphPad Software, Inc., La Jolla, United States). Differences between survival curves were analyzed using Mantel-Cox log-rank test. Outliers were identified using the ROUT method with Q = 1%. Student’s *t*-test was used for comparisons of renal lipid levels at d10 after nephritis induction; ANOVA with Sidak´s post-hoc test was applied for the comparison of multiple groups as indicated. *p* < 0.05 was considered to be statistically significant.

## Results

### AnxA1 biosynthesis is increased during cGN

Acute cGN was induced in WT and AnxA1-deficient mice by intraperitoneal injection of sheep nephrotoxic serum (Figure 1A). In the first set of experiments, we studied WT mice to determine the effects of nephrotoxic serum injection on renal AnxA1 mRNA expression and protein abundance. Specificity of the AnxA1 antibody was confirmed in AnxA1-deficient mice (Supplementary Figure S4). Quantification of renal AnxA1 mRNA by TaqMan® real time RT-PCR showed a non-significant trend towards higher levels at d5 (272 ± 58% of controls, p = n. s) and significantly elevated levels at d10 (373 ± 94% of controls, *p* < 0.05) after nephritis induction (Figure 1B). Renal localization of AnxA1 signals and deposition of sheep IgG were studied by double-labeling immunofluorescence (Figure 1C). In WT controls, AnxA1 signal was strong in podocytes and weaker in parietal epithelial cells and peritubular fibroblasts, confirming earlier results (McKanna et al., 1992; Seidel et al., 2012)*.* Staining for sheep IgG was absent in the control mice treated with normal sheep serum (Figure 1C, Image I). At d5 after nephrotoxic serum injection, direct immunofluorescence for sheep IgG showed strong linear staining along the glomerular basement membrane, while peritubular capillaries were weakly positive. Immunoreactive signal was further detected in proximal tubular cells, likely representing IgG reabsorbed from the tubular fluid. The glomerular AnxA1 signal was greatly reduced, whereas the tubulointerstitial signal was unchanged (Figure 1C, Image II). At d10, glomerular staining for sheep IgG had decreased which may reflect partial clearance of the antigen. By contrast, AnxA1 immunoreactive signals in the glomeruli and the tubulointerstitium were now markedly increased (Figure 1C, Image III). Immunoblotting for AnxA1 revealed a non-significant trend towards higher protein levels at d5 (257 ± 31% of controls, p = n. s.**)** and, more so, at d10 (503 ± 86% of controls, *p* < 0.01; 196 ± 34% of d5, *p* < 0.05) which agreed with the mRNA levels. As expected, AnxA1 KO mice showed no immunofluorescence signal, thus confirming the specificity of the antibody (Supplementary Figure S4).

**FIGURE 1:**
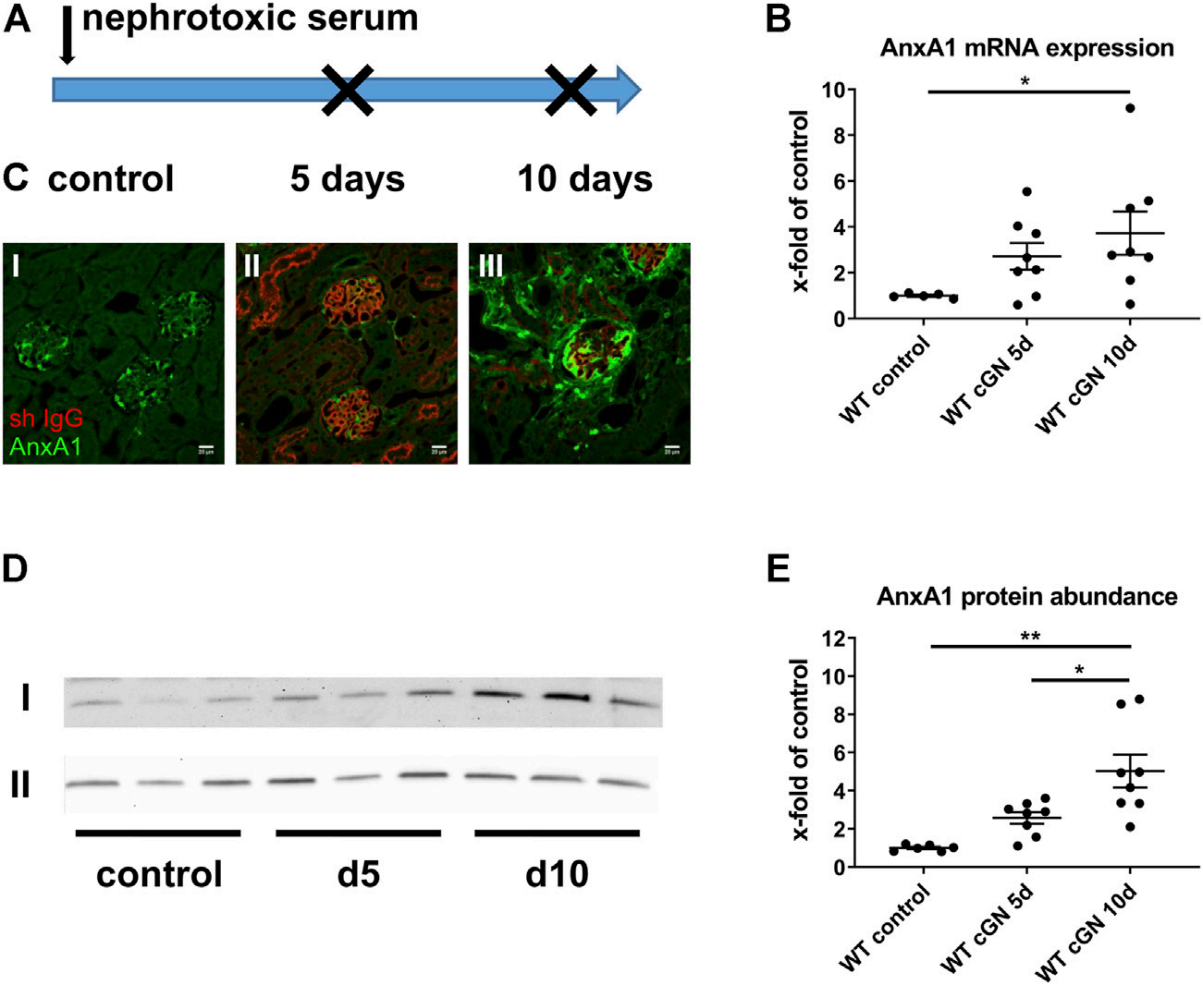
Regulation of annexin A1 during experimental crescentic GN. **(A)** Schematic of experimental setup. Crescentic glomerulonephritis (cGN) was induced at d0 in wildtype (WT) and annexin A1 (AnxA1)-deficient mice by intraperitoneal injection of sheep nephrotoxic serum; animals after injection of normal sheep serum served as controls. Kidneys were harvested at d5 and d10 after cGN induction. **(B)** TaqMan® real time RT-PCR quantification of AnxA1 mRNA abundance in WT mice. **(C)** Representative micrographs showing immunofluorescence staining for AnxA1 (green) and sheep IgG (red) in controls (I) and in mice at 5 (d5; II) and 10 (d10; III) after cGN induction. Scale bar = 20 μm. **(D)** Representative images of Western blots of WT mice treated with control or nephrotoxic serum for 5 (d5) and 10 days (d10). The β-actin content of the tissue homogenates was determined in parallel and served as loading control (lane II). **(E)** Densitometric analysis of the signals in **(D)**. Quantitative data in B and D is shown as x-fold changes in relation to controls. Dots represent measurements from individual mice; horizontal lines indicate mean values and error bars represent the SEM. Statistical significance of changes was calculated using one-way ANOVA and indicated by * for *p* < 0.05 and ** for *p* < 0.01; *n* = 5–8 per group.

In summary, these data show a time-dependent increase of renal AnxA1 abundance during the course of experimental cGN.

### AnxA1 deficiency has no effect on survival but increases proteinuria

Next, we determined the effect of AnxA1 deficiency on survival and albuminuria. All mice treated with the control serum survived until the end of the study. Survival data from the nephrotoxic serum groups showed no significant differences between WT (11%) and AnxA1-deficient mice (19%). In all cases, death occurred between d1 and d5 after nephritis induction (Figure 2A).

**FIGURE 2:**
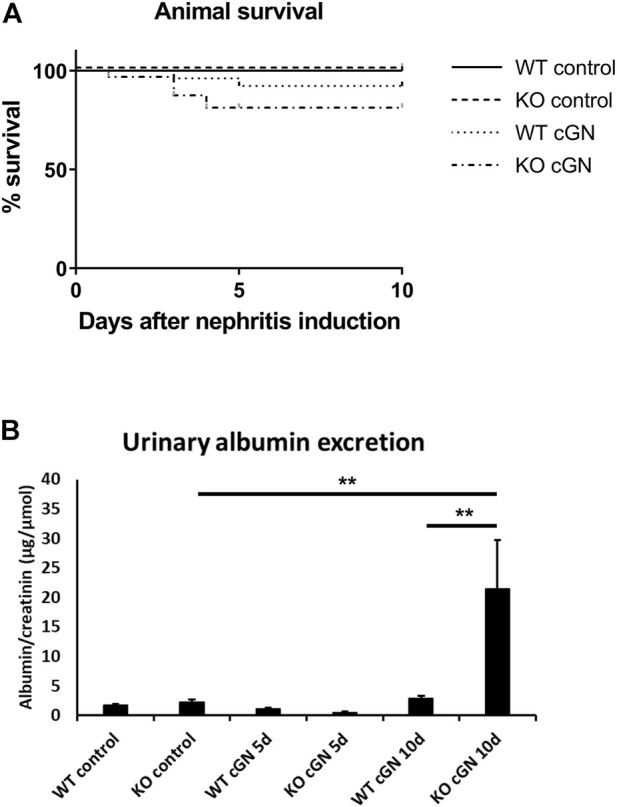
Survival and proteinuria. **(A)** Kaplan-Meier curves showing survival of wildtype (WT) and annexin A1-deficient (KO) mice after induction of crescentic glomerulonephritis (cGN) or after injection of normal sheep serum (control). **(B)** Quantification of urinary albumin-to-creatinine ratio in control mice and at d5 and d10 after cGN induction. Statistical analysis of differences between survival curves was performed using Mantel-Cox log-rank test; proteinuria data was analyzed using two-way ANOVA; *n* = 5–8 per group.

Urinary albumin excretion was determined in 18 h-collection samples and normalized to creatinine concentration. Control mice and mice at d5 after nephritis induction showed low levels of albuminuria, irrespective of genotype. At d10, albuminuria showed a marked 6.6-fold increase in AnxA1-deficient compared to WT mice (+659% ± 288%, *p* < 0.01; Figure 2B).

### Deficiency of AnxA1 aggravates renal damage

Glomerular necrosis, crescent formation, and extent of tubulointerstitial damage were estimated in PAS-stained paraffin sections. Glomeruli from WT and AnxA1-deficient mice frequently showed segmental or global fibrinoid necrosis along with the formation of tip lesions at d5 after nephritis induction. Parietal epithelial cells were activated displaying enlarged nuclei and polygonal cell bodies. Scattered tubular profiles filled with protein precipitates reflected the proteinuria (Figure 3A). Tubular structure was otherwise normal and the tubulointerstitium showed only mild, focal expansion. Morphology in the control mice was normal. Quantification of necrotic glomeruli at d5 after nephritis induction showed significantly increased numbers in nephritic WT (32.2 ± 4.7%, *p* < 0.01) and AnxA1-deficient mice (31.4 ± 5.4%, *p* < 0.01) without significant differences between both genotypes (Figure 3C). The extent of tubulointerstitial damage, expressed by the estimated area with tubular atrophy and interstitial fibrosis, was also similar between WT and AnxA1-deficient mice. At d10, kidneys showed signs of advanced glomerular damage with crescent formation or global sclerosis. Tubulointerstitial damage was increased as well with focal accumulation of leukocytes and fibroblasts in the periglomerular space and around damaged tubules and blood vessels (Figure 3B). Quantification of glomerular profiles with crescents or global sclerosis revealed a significantly increased number of damaged glomeruli in the nephritic WT (23.8 ± 4.2%, *p* < 0.01) and, more severely, in AnxA1-deficient mice (42.1 ± 5.6%, *p* < 0.01). The difference between the nephritic WT and AnxA1-deficient mice was statistically significant (177 ± 24%, *p* < 0.01; Figure 3D).

**FIGURE 3:**
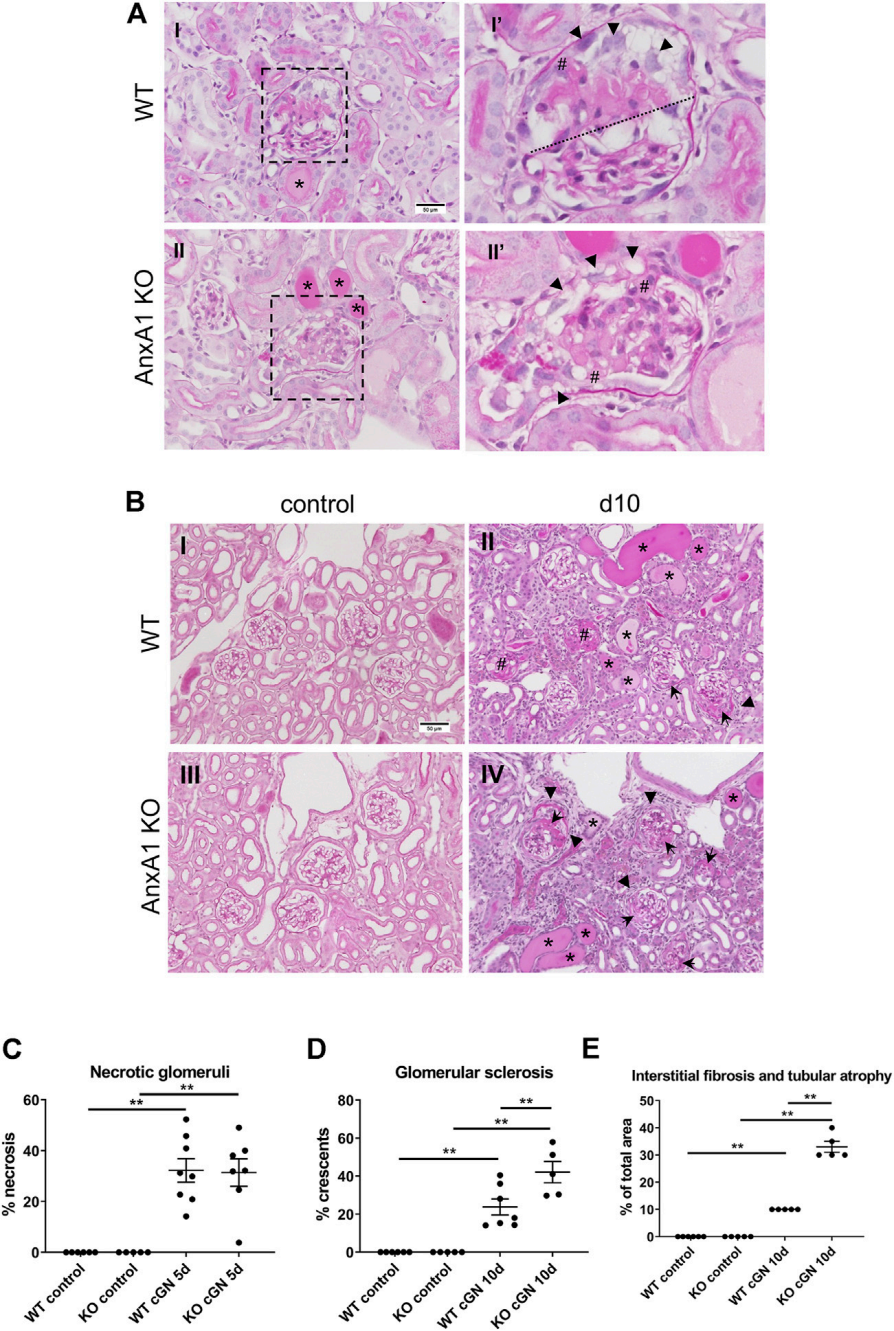
Deficiency of annexin A1 has no effect at d5 but aggravates renal damage at d10. **(A)** Representative micrographs of PAS-stained kidney sections from wildtype (WT; I,I′) and annexin A1 (AnxA1)-deficient mice (KO; II,II′) at d5 after induction of crescentic glomerulonephritis (cGN). Low power micrographs (I,II) show glomeruli with signs of necrosis, tubular profiles filled with protein casts (*) and mild focal interstitial expansion. Magnification of the glomerular profiles boxed in I and II (I′, II′) show segmental (above dotted line in I′) and global necrosis (II′) as well as several tip lesions with attachment of the glomerular tuft to the Bowman capsule (#). Parietal epithelial cells show typical signs of activation with enlarged nuclei and polygonal cell bodies (arrowheads in I′ and II′). Scale bar = 50 µm in I + II. **(B)** Representative micrographs of PAS-stained kidney sections from wildtype (WT; I,II) and annexin A1 (AnxA1)-deficient mice (KO; III,IV) at d10 after injection of normal sheep serum (control; I,III) or induction of cGN (II,IV). Control mice of both genotypes show normal renal morphology. At d10 after cGN induction, glomeruli in mice of both genotypes show morphological hallmarks of extracapillary proliferative glomerulonephritis with crescent formation (arrowheads), global sclerosis (#), and periglomerular fibrosis (arrows). The interstitial space is expanded with an increased number of leukocytes and fibroblasts. Numerous tubular profiles are filled with protein casts (*). Scale bar = 50 µm in I-IV. **(C)** Quantification of glomerular profiles with morphological signs of necrosis at d5 after cGN induction. **(D)** Quantification of glomerular profiles with crescents or global sclerosis at d10 after cGN induction. **(E)** Quantification of areas with tubular atrophy and interstitial fibrosis at d10 after cGN induction. Dots represent values from individual animals; horizontal lines indicate mean values and error bars represent the SEM. Statistical significance of changes was calculated using one-way ANOVA; *n* = 5–8 per group.

The tubulointerstitial damage was increased in parallel to the glomerular damage in nephritic WT (10 ± 0%, *p* < 0.01) and AnxA1-deficient mice (33 ± 2%, *p* < 0.01). Again, damage was more severe in the AnxA1-deficient mice (330 ± 20% of WT, *p* < 0.01; Figure 3E).

In summary, these results show a marked aggravation of renal damage in the AnxA1-deficient mice 10 days after nephritis induction.

### AnxA1 deficiency aggravates renal inflammation

To determine the effect of AnxA1 on leukocyte infiltration during cGN, we performed flow cytometry of total kidney single cell suspensions. Accumulation of PMN, macrophages, and T-lymphocytes was further studied using immunofluorescence. Injection of nephrotoxic serum caused renal infiltration of CD45^+^ leukocytes in mice of both genotypes. At d5, numbers were increased 10-fold in WT (1,006 ± 132%, *p* < 0.01) and 12-fold in the AnxA1-deficient mice (1,207 ± 206%, *p* < 0.01); changes were not statistically different between genotypes. At d10, numbers of CD45^+^ cells were increased 12.5-fold in WT (1,248 ± 253%, *p* < 0.01) and 31.5-fold (3,149 ± 687%, *p* < 0.01) in the AnxA1-deficient mice, and changes were significantly different between genotypes (206 ± 4.5%, *p* < 0.01; Figure 4A).

**FIGURE 4:**
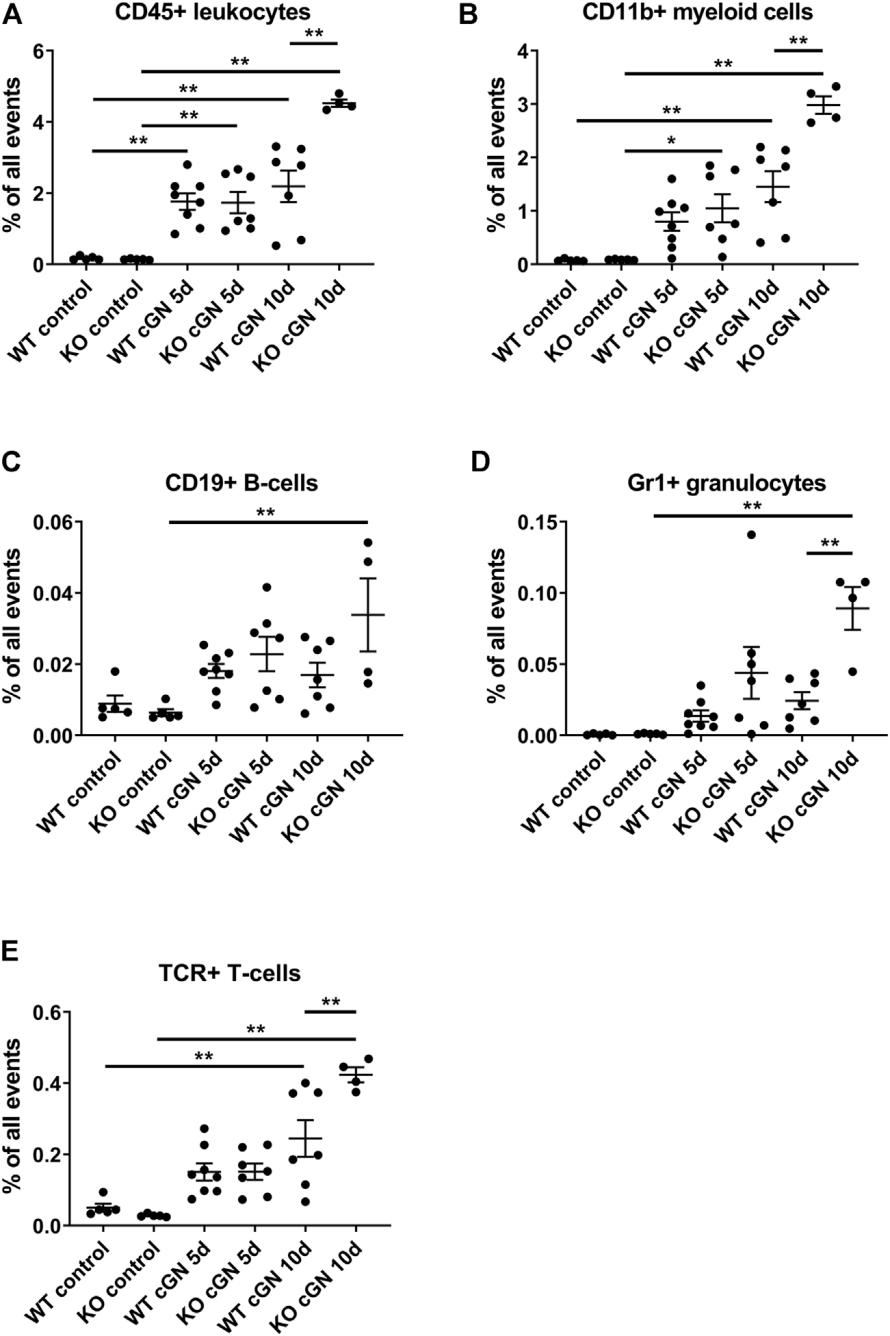
Deficiency of annexin A1 aggravates renal inflammation Flow cytometry quantification of renal CD45^+^ leukocytes **(A)**, CD11b^+^ myeloid cells **(B)**, CD19^+^ B-lymphocytes **(C),** neutrophils defined as live CD45^+^/GR1^HIGH^ cells **(D)** and T-lymphocytes defined as live CD45+/β-TCR^+^ cells **(E)** in wildtype (WT) and annexin A1 (AnxA1)-deficient mice (KO) at d5 and d10 after injection of normal sheep serum (control) or induction of crescentic glomerulonephritis (cGN). Dots represent values from individual animals; horizontal lines indicate mean values and error bars represent the SEM. Statistical significance of changes was calculated using one-way ANOVA; *p < 0.05; **p < 0.01; *n* = 5–8 per group.

Quantification of CD11b^+^ myeloid cells at d5 revealed a numerical increase in WT (1,038 ± 224%, p = n.s.) and a significant, 11.6-fold increase in the AnxA1-deficient mice (1,164 ± 291%, *p* < 0.05). There was no statistical difference between the genotypes. At d10, the number of CD11b^+^ cells was increased 19-fold in WT (1886 ± 375%, *p* < 0.01) and 33-fold (3,310 ± 185%, *p* < 0.01) in the AnxA1-deficient mice. The difference between the genotypes at d10 was statistically significant (205 ± 11%, *p* < 0.01; Figure 4B).

Renal CD19^+^ B-lymphocytes showed a marked, 5-fold increase (529 ± 160%, *p* < 0.01) in the AnxA1-deficient mice at d10 after nephritis induction, despite inter-animal variations, as compared to AnxA1-deficient control mice. Changes in the abundance of CD19^+^ cells in nephritic WT mice were not significant (Figure 5C).

**FIGURE 5:**
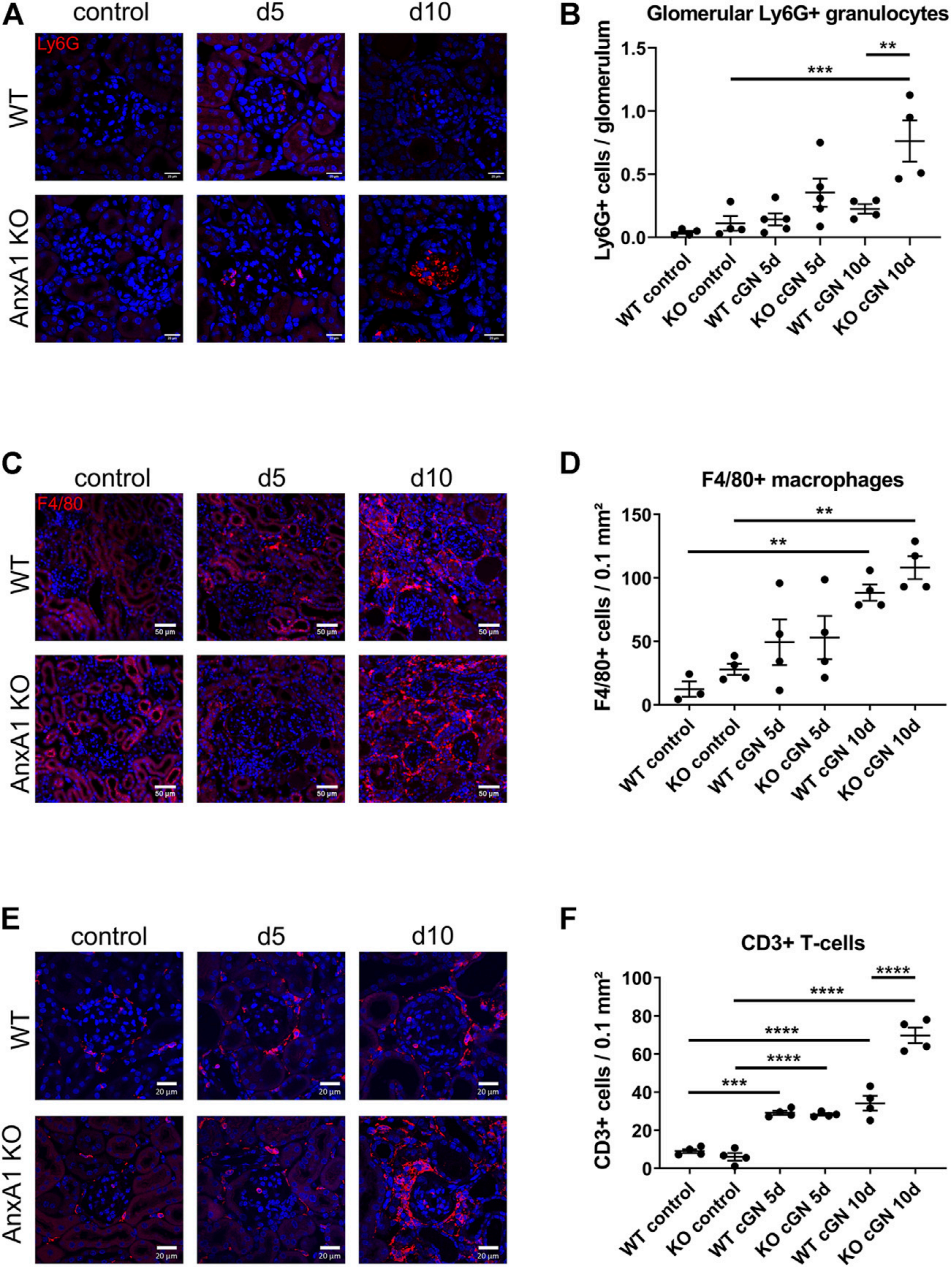
Deficiency of annexin A1 increases the renal abundance of neutrophils, T-lymphocytes and macrophages. **(A)** Representative images of kidney sections from control wildtype (WT) and annexin A1 (AnxA1)-deficient mice (KO) and from mice at d5 and d10 after injection of normal sheep serum (control) or induction of crescentic glomerulonephritis (cGN). Sections were stained for Ly6G as marker for neutrophil granulocytes (red). **(B)** Quantification of glomerular granulocytes shows an increased abundance of Ly6G-positive cells in KO mice at d10 after cGN induction as compared to the nephritic WT mice. **(C)** Representative images of kidney sections from control WT and KO mice and from animals at d5 and d10 after cGN induction. Sections were stained for F4/80 as marker for macrophages (red). F4/80 positive cells accumulate in the renal interstitium of WT and KO animals at d10 after cGN induction. **(D)** Quantification of renal macrophages shows an increased abundance of F4/80 positive cells at d10 after cGN induction without difference between the genotypes. **(E)** Representative images of kidney sections from control WT and KO mice and from animals at d5 and d10 after cGN induction. Sections were stained for CD3 as marker for T-lymphocytes (red). **(F)** Quantification of renal T-lymphocytes shows a significantly increased abundance of CD3-positive cells in the AnxA1-deficient mice at d10 after cGN induction as compared to the nephritic WT mice. Scale bar = 20 μm in A,E and 50 µm in C, blue signal marks DAPI-stained nuclei. Dots in B,D, and F represent values from individual mice; horizontal lines indicate mean values and error bars represent the SEM. Statistical significance of changes was calculated using one-way ANOVA; *p < 0.05; **p < 0.01; ***p < 0.001; *n* = 3–5 per group.

Analysis of GR1^+^ neutrophils revealed a numerical increase at d5 and a significant 9-fold increase at d10 after nephritis induction in AnxA1-deficient mice as compared to the AnxA1-deficient controls (8,804 ± 1,481%, *p* < 0.01). In contrast, renal abundance of GR1^+^ neutrophils was not significantly altered in the WT mice. At d10, renal abundance of Gr1^+^ neutrophils was significantly higher in the AnxA1-deficient mice as compared to the nephritic WT mice (367 ± 62%, *p* < 0.01; Figure 4D).

Quantification of TCR^+^ lymphocyte abundance revealed a numerical increase of positive cells at d5 after nephritis induction without significant genotype-dependent differences. At d10, the number of positive cells was increased 4.8-fold in WT (480 ± 101%, *p* < 0.01) and 15-fold in the AnxA1-defcient mice (1,495 ± 74%, *p* < 0.01). Now the difference between the genotypes was significant (173 ± 9%, *p* < 0.01; Figure 4E).

To localize renal neutrophils, macrophages and T-lymphocytes during nephrotoxic serum nephritis, we performed immunofluorescence staining for Ly6G, F4/80, and, CD3, respectively (Figure 5). Glomeruli of control animals of both genotypes and nephritic WT mice showed only few glomerular profiles with Ly6G^+^ cells without significant differences between the two time points. In contrast, glomeruli in the AnxA1-deficient mice displayed large accumulations of Ly6G^+^ cells at d5 and d10 after nephritis induction. Quantification of glomerular Ly6G^+^ cells in AnxA1-deficient mice revealed a non-significant increase at d5 (320 ± 100%, p = n.s) and a significant 7-fold increase at d10 (688 ± 148%, *p* < 0.001). Comparison of both genotypes at this time point revealed significantly higher numbers of glomerular Ly6G^+^ cells in the AnxA1-deficient mice (338 ± 72%, *p* < 0.01; Figure 5B). Localization studies for F4/80^+^ macrophages in the control mice revealed only very few scattered immunoreactive cells throughout the tubulointerstitium and the perivascular region. Quantification of F4/80^+^ macrophages revealed a non-significant trend towards higher numbers in the AnxA1-deficient mice as compared to WT controls. After nephritis induction, the number of F4/80^+^ immunoreactive cells showed a numerical increase in both, WT and Anxa1-deficient mice at d5 and a further marked increase at d10. Immunoreactive cells were predominantly localized in the tubulointerstitium of the damaged areas whereas glomeruli were generally devoid of F4/80^+^ immunoreactive cells. Quantification of positive cells at d10 after nephritis induction showed a significant 7-fold increase in WT (713 ± 52%, *p* < 0.01) and a 3.8-fold increase in AnxA1-deficient mice (387 ± 32%, *p* < 0.01) relative to the respective control animals (Figure 5D). However, there was no significant difference between the genotypes for both time points.

CD3 immunofluorescence staining in control animals of both genotypes showed few scattered cells in glomeruli, periglomerular region and in the tubulointerstitial space. At d5 after nephritis induction, the overall number of CD3 immunoreactive cells was markedly increased with focal accumulation in the periglomerular space of damaged glomeruli. There was no genotype-dependent difference in the quantity and distribution pattern of the cells. At d10 after nephritis induction, numbers of immunoreactive cells were further increased in the wildtype mice and more dramatically in the AnxA1-deficient mice. Again, immunoreactive cells accumulated in the periglomerular region of the damaged glomeruli and in the tubulointerstitial space of the corresponding nephrons (Figure 5E).

Quantification of CD3^+^ cells in AnxA1-deficient mice revealed a non-significant increase at d5 (320 ± 100%, p = n.s) and a significant 7-fold increase at d10 (688 ± 148%, *p* < 0.001). Comparison of both genotypes at this time point revealed significantly higher numbers of glomerular CD3^+^ cells in the AnxA1-deficient mice (338 ± 72%, *p* < 0.01; Figure 5F).

In the aggregate, these data demonstrate a phenotype of severe progressive inflammation in nephritic AnxA1-deficient mice.

### Deficiency of AnxA1 causes coordinated alterations of renal lipid levels at d10 of experimental cGN

Renal tissue levels of eicosanoids and related lipid mediators were measured by mass-spectrometry lipidomics analysis in WT and AnxA1-deficient mice at d10 after nephritis induction. AnxA1-deficient mice displayed increased levels of proinflammatory lipid mediators including PGD2 (178 ± 45%; *p* < 0.05), PGE2 (240 ± 71%; *p* < 0.05) and its degradation product 15-keto-PGE2 (300 ± 120%; *p* < 0.05; Figure 6A). Concomitantly, the abundance of several antiinflammatory epoxydocosapentaenoic acid regioisomers was reduced (10,11-EDP: 66 ± 2%, *p* < 0.05; 13,14-EDP: 66 ± 5%, *p* < 0.05; 16,17-EDP: 74 ± 5%, *p* < 0.05; 19,20-EDP: 84 ± 5%, *p* < 0.05; Figure 6B). Despite extensive efforts, we were unable to detect significant amounts of the canonical proresolving lipid mediators lipoxin A4, resolvins, protectins and maresins in the kidney samples of our experimental animals. A complete list of the lipidomics analysis is presented in Supplementary Table S2.

**FIGURE 6:**
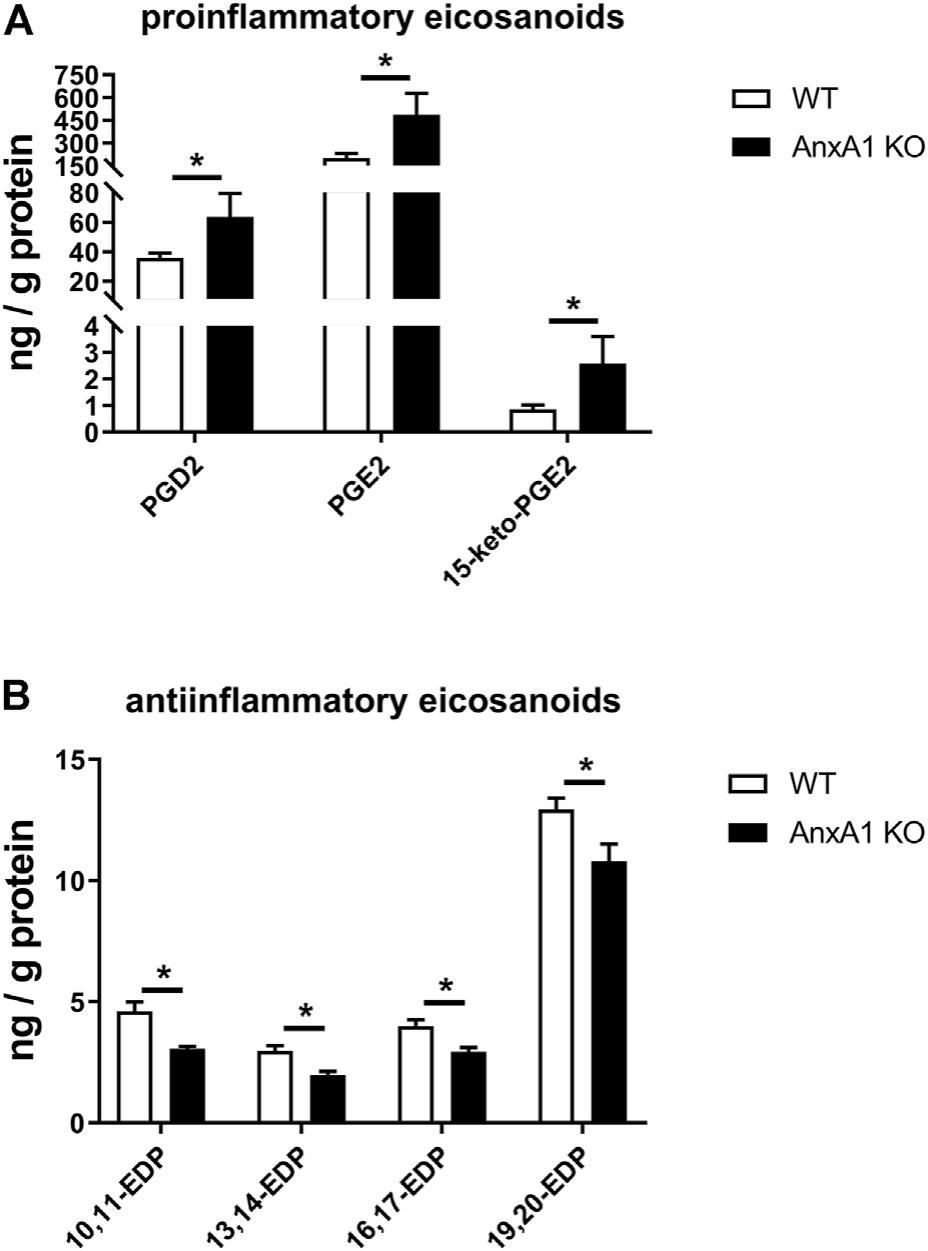
Deficiency of annexin A1 regulates the abundance of proinflammatory and antiinflammatory eicosanoids. **(A)** Lipidomics analysis of proinflammatory renal eicosanoid species in wildtype (WT) and annexin A1 (AnxA1)-deficient mice (AnxA1 KO) at d10 after induction of crescentic glomerulonephritis shows significantly higher tissue levels for prostaglandin D2 (PGD2), prostaglandin E2 (PGE2) and of the principal PGE2 metabolite 15-keto-PGE2 in the AnxA1-KO mice as compared to nephritic WT mice. **(B)** Analysis of antiinflammatory epoxydocosapentaenoic acid (EDP) regioisomers shows significantly lower tissue levels for 10,11-EDP, 13,14-EDP, 16,17-EDP, and 19,20-EDP in AnxA1-KO mice at d10 after induction of crescentic glomerulonephritis as compared to nephritic WT mice. Statistical significance of changes was calculated using Student`s t-test; *p < 0.05; *n* = 5 per group.

### Deficiency of AnxA1 causes broad alterations of the renal transcriptome

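Kidney RNA was sequenced from mice with cGN at d10 after injection of 400 µl of nephrotoxic serum. The labels list 6 WT mice, called A to F here, and 5 AnxA1-deficient mice, called G to K. The paper gives 5 mice per group and does not name the WT mouse left out, so that all 11 mice entered each comparison. The authors deposited the read count of each gene divided by 1 scaling factor per library, called normalized counts here. In every library, 100% of the values were whole multiples of the smallest value above 0, and the reads behind them could be recovered. Between 33904995 and 58705165 reads per WT mouse lay on genes, with a median of 43510824. In the AnxA1-deficient mice the number of reads lay between 32387106 and 37450055, with a median of 34652788. No libraries of a group differed by as little as sampling noise, since the smallest chi-square per degree of freedom between a pair was 12.7 among the WT mice and 12.5 among the AnxA1-deficient mice. Counting 3 reads as the smallest amount that can be told from none, the limit lay between 1.82 and 3.47 normalized counts in WT mice and between 2.74 and 3.24 in AnxA1-deficient mice, and covers counting error alone. Of 31985 genes with a read in any mouse, the 17220 with a mean of at least 10 normalized counts over the 11 mice were tested. The test was limma's moderated linear model with a mean-variance trend on log2(normalized count + 1), two-sided, with Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of genes with few reads. Gene families were listed by gene symbol beforehand and compared with the other tested genes by limma's camera test with a preset correlation between genes of 0.01. Its p was adjusted over the 9 families, and the value given for a family is the median log2 fold change of its genes.
The targeted gene, Anxa1 (ENSMUSG00000024659), reached 851 normalized counts in WT mouse A, 797 in B, 1073.5 in C, 441 in D, 943 in E and 1165 in F. In the AnxA1-deficient mice it reached 129 in G, 112 in H, 98.5 in I, 122 in J and 132 in K. The mean fell from 878 ± 254 (SD, n = 6) in WT mice to 119 ± 13.6 (SD, n = 5) in AnxA1-deficient mice, and every AnxA1-deficient mouse lay below every WT mouse (two-sided exact permutation test, p = 0.0043, the smallest p that 6 mice against 5 allow). The log2 fold change of Anxa1 was -2.82 (standard error 0.21, adjusted p = 2.6e-05 from limma). Weighting the libraries by their quality moved this value most, to -3.03.

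**Figure D1:**
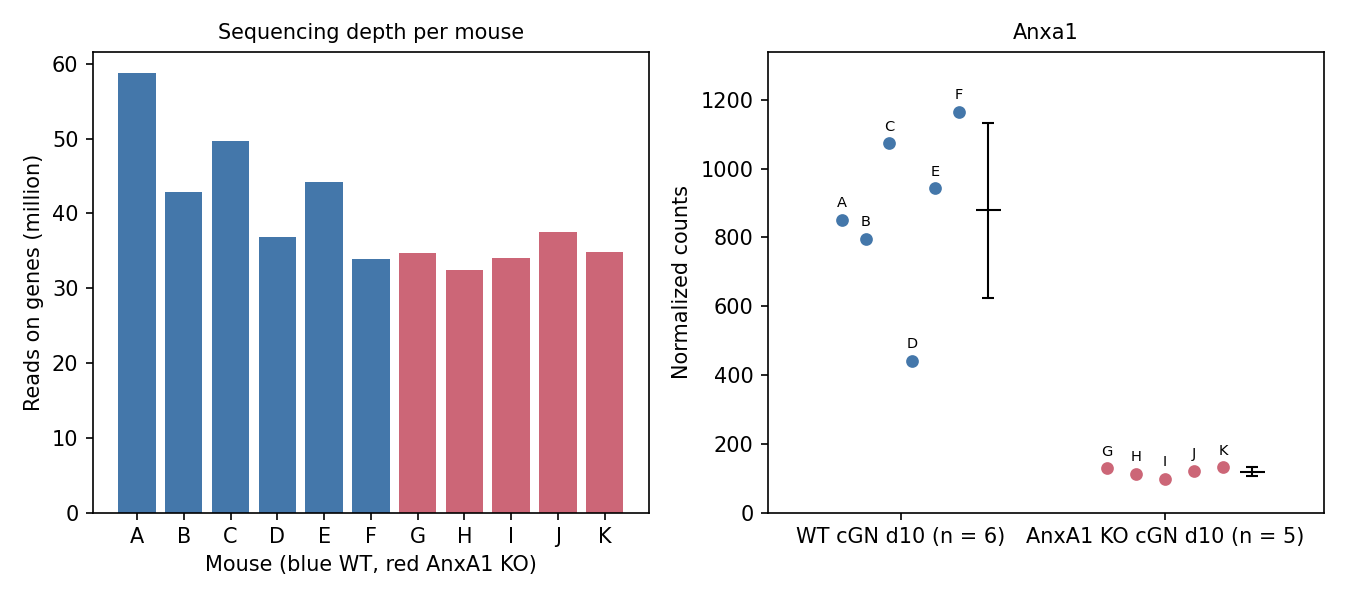
Reads on genes in each mouse (left, bars), and normalized counts of Anxa1 in each mouse (right, 1 dot per mouse, with the mean and SD of the group beside the dots). WT mice are blue and AnxA1-deficient mice red; the AnxA1-deficient mice sit between 98.5 and 132 normalized counts, below the lowest WT mouse at 441.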

To assess the influence of AnxA1 on the renal transcriptome in the setting of nephrotoxic serum nephritis, we performed NGS followed by pathway analysis on WT and AnxA1-deficient mice at d10 after nephritis induction. AnxA1 deficiency resulted in differential expression of 1937 genes with downregulation of 1,027 and upregulation of 910 gene products. 

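At an unadjusted p under 0.05, 4088 of the 17220 tested genes differed between AnxA1-deficient and WT mice, 2312 of them higher and 1776 lower in the AnxA1-deficient mice. After Benjamini-Hochberg adjustment, 93 genes had an adjusted p under 0.05, with 46 higher and 47 lower (limma). At an unadjusted p under 0.01, the number was 1323, with 723 higher and 600 lower. The number of genes at an adjusted p under 0.05 depended on the method, and rose to 1600 when limma weighted the libraries by their quality. The balance of directions depended on the scaling, with 56.6% of the genes at an unadjusted p under 0.05 higher in the AnxA1-deficient mice on the deposited scale and 47.1% after quantile normalization. In 396 genes every AnxA1-deficient mouse lay above every WT mouse, and in 399 every one lay below. Together these are 4.62% of the tested genes, where chance gives 0.433%. Besides Anxa1, the largest falls at an adjusted p under 0.05 included that of Mmrn1 (ENSMUSG00000054641), which fell from 116 ± 25.7 normalized counts (SD, n = 6) to at most 1 read per AnxA1-deficient mouse, at least 38.2-fold lower (adjusted p = 1.2e-07 from limma). The largest rises at an adjusted p under 0.05 included Mmp7 (ENSMUSG00000018623), from 23.8 ± 13.0 (SD, n = 6) to 112 ± 15.5 normalized counts (SD, n = 5), with a log2 fold change of 2.44 (standard error 0.42, adjusted p = 0.031 from limma).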

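Genes of mitochondrial metabolism were lower in AnxA1-deficient mice, by a small amount per gene. Of 88 genes of the respiratory chain and ATP synthase, 76 were lower, 29 of these at an unadjusted p under 0.05, and none was higher at that level. Their median log2 fold change was -0.14 (adjusted p = 8.3e-09, camera). After adjustment over these 88 genes alone 2 genes had an adjusted p under 0.05, and 1 after adjustment over all tested genes. All 21 genes of the tricarboxylic acid cycle were lower, 11 of them at an unadjusted p under 0.05, with a median of -0.18 (adjusted p = 3.9e-07, camera) and no single gene at an adjusted p under 0.05. Camera with the correlation between genes estimated from the data gave an adjusted p of 0.42 for the respiratory chain genes and 0.35 for the tricarboxylic acid cycle genes. Quantile normalization moved the medians most, to -0.06 in both families, and then 5 of the 21 tricarboxylic acid cycle genes were higher. Random lists of genes matched to the respiratory chain genes in mean value, transcript length and GC content had a median of -0.10. Of 100 splits of the 11 mice into 6 and 5, 15 gave a median as far from 0 for the respiratory chain genes and 1, the real split, for the tricarboxylic acid cycle genes. Ndufa12 (ENSMUSG00000020022), a subunit of respiratory complex I, fell from 3286 ± 373 normalized counts (SD, n = 6) to 2523 ± 104 (SD, n = 5), a log2 fold change of -0.37 (standard error 0.07, adjusted p = 0.050 from limma), while 17.7% of the 50-base stretches of its transcripts also occur in transcripts of other genes. Ogdh (ENSMUSG00000020456), of the tricarboxylic acid cycle, fell from 28225 ± 3090 (SD, n = 6) to 23888 ± 1709 normalized counts (SD, n = 5), a log2 fold change of -0.24 (standard error 0.08, adjusted p = 0.14 from limma), and its unadjusted p rose above 0.05 after quantile normalization. Solute carrier genes, which encode membrane transporters, had a small shift as a family that did not pass the threshold. Of 311 such genes, 175 were lower and 136 higher, 48 and 30 of them at an unadjusted p under 0.05 and 3 in all at an adjusted p under 0.05 over all tested genes, with a median of -0.043 (adjusted p = 0.089, camera). Of the random lists matched to these genes, 0.30% had a median as low, against 1.01% for the respiratory chain genes and 1.19% for the tricarboxylic acid cycle genes.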

Pathway analysis of downregulated genes revealed enrichment in pathways relevant for epithelial cell metabolism and function (Table 1). Upregulated genes were enriched in pathways related to leukocyte activation, regulation of cytokine production and secretion as well as leukocyte chemotaxis (Table 2). 

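Chemokine and chemokine receptor genes were higher in AnxA1-deficient mice. Of 41 such genes, 38 were higher, 22 of these at an unadjusted p under 0.05, and none was lower at that level. Their median log2 fold change was 0.72 (adjusted p = 8.3e-09, camera). Of 49 interleukin and interleukin receptor genes, 41 were higher, 22 at an unadjusted p under 0.05, with a median of 0.39 (adjusted p = 8.4e-06, camera). Of 12 Toll-like receptor genes, 11 were higher, 10 at an unadjusted p under 0.05, and 1 was lower at that level, with a median of 0.95 (adjusted p = 2.2e-05, camera). Adjusted over each family alone, 18 chemokine, 4 interleukin and 11 Toll-like receptor genes had an adjusted p under 0.05. Adjusted over all tested genes, only Tlr1 did among them. The medians stayed above 0 with each mouse left out in turn, between 0.59 and 0.87 for the chemokine genes, 0.29 and 0.47 for the interleukin genes and 0.65 and 1.11 for the Toll-like receptor genes. Camera with the correlation between genes estimated from the data gave an adjusted p of 0.34 for each of the 3 families. A median as far from 0 was given by 5 of 100 splits of the mice for the chemokine genes, by 2 for the interleukin genes and by 1, the real split, for the Toll-like receptor genes. Tlr1 (ENSMUSG00000044827) rose from 85.9 ± 33.7 (SD, n = 6) to 205 ± 23.8 normalized counts (SD, n = 5), a log2 fold change of 1.34 (standard error 0.25, adjusted p = 0.041 from limma), while 15.4% of the 50-base stretches of its transcripts also occur in transcripts of other genes. Il1b (ENSMUSG00000027398) rose from 122 ± 38.5 (SD, n = 6) to 259 ± 80.0 normalized counts (SD, n = 5), a log2 fold change of 1.08 (standard error 0.22, adjusted p = 0.059 from limma). Ccl3 (ENSMUSG00000000982) rose from 14.9 ± 8.78 (SD, n = 6) to 34.4 ± 7.78 normalized counts (SD, n = 5), a log2 fold change of 1.32 (standard error 0.35, adjusted p = 0.094 from limma).

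**Figure D2:**
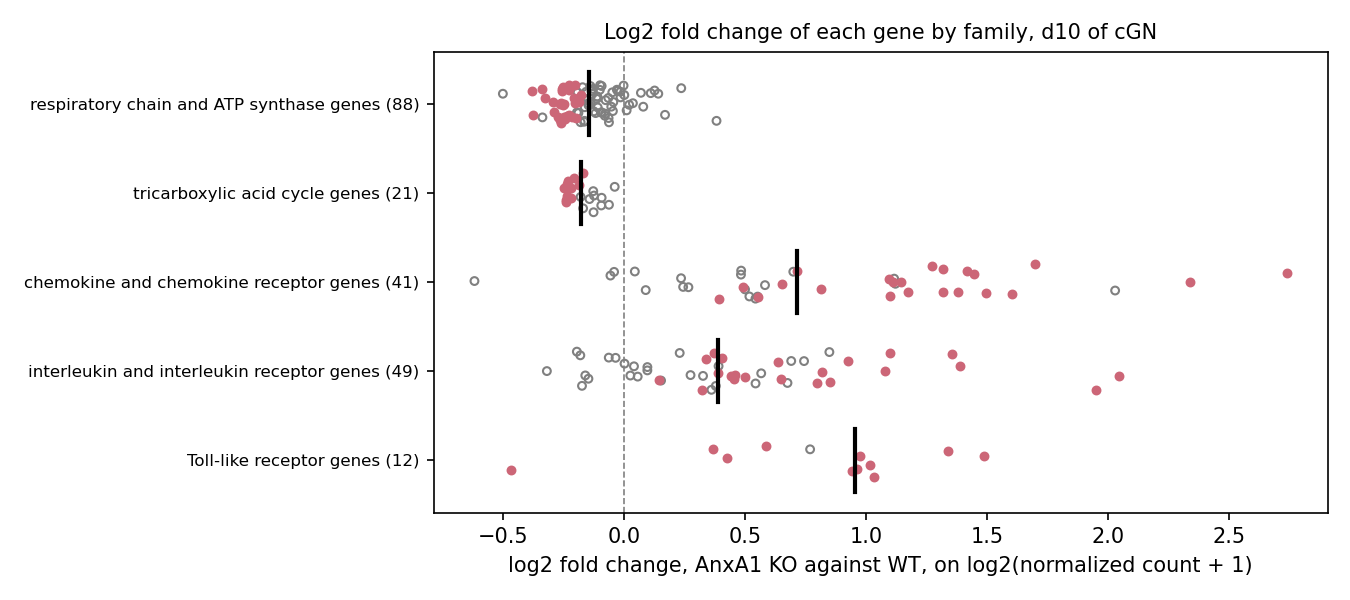
Log2 fold change of each gene, AnxA1-deficient against WT mice on log2(normalized count + 1), in 5 gene families, with the number of genes in parentheses. Filled red dots have an unadjusted p under 0.05, open gray dots do not, and black lines mark the medians, from -0.14 and -0.18 in the metabolic families to 0.72, 0.39 and 0.95 in the inflammatory ones; 5 of the 21 tricarboxylic acid cycle genes change direction after quantile normalization.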

A comprehensive list of the regulated gene products corresponding to the individual pathways are presented in Supplementary Tables S3, S4.

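Supplementary Table S3 lists 122 different genes in 10 pathways, and all 122 were lower in AnxA1-deficient mice over the 11 mice. Of these, 121 had an unadjusted p under 0.05 and 47 had one under 0.01 (limma). After adjustment over all tested genes 2 had an adjusted p under 0.05, against 121 after adjustment over the list alone, which says little because the list was chosen on the same mice. The median log2 fold change was -0.24, and the median of the paper's reported values is also -0.24. Across these genes, which are not independent replicates, Pearson's r between the values here and the paper's was 0.993.
Supplementary Table S4 lists 101 different genes in 9 pathways, of which 98 passed the minimum mean of 10 normalized counts. All 98 were higher in AnxA1-deficient mice with an unadjusted p under 0.05, 77 of them under 0.01 (limma), and 6 had an adjusted p under 0.05 over all tested genes. The median log2 fold change was 0.59, the paper's reported median is 0.50, and Pearson's r across the 98 genes was 0.960. Among these genes, Socs3 (ENSMUSG00000053113) rose from 798 ± 414 (SD, n = 6) to 2033 ± 342 normalized counts (SD, n = 5), a log2 fold change of 1.55 (standard error 0.38, adjusted p = 0.089 from limma). The paper's reported log2 fold change of Socs3 is 0.78. The largest p the paper reports is 0.00975 in Table S3 and 0.00981 in Table S4.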

**TABLE 1:** Functional enrichment of negatively regulated genes annexin A1 deficient mice compared to wildtype mice at d10 of experimental crescentic GN. Regulated gene products corresponding to the individual in pathways are listed in Supplementary Table S2.

Pathway name	O	C	E	R	adjP
Cofactor metabolic process	154	488	55.75	2.76	<9.99E-15
Purine-containing compound metabolic process	132	481	54.95	2.40	<9.99E-15
Ribose phosphate metabolic process	131	443	50.61	2.59	<9.99E-15
Mitochondrion organization	125	434	49.58	2.52	<9.99E-15
Generation of precursor metabolites and energy	118	389	44.44	2.66	<9.99E-15
Small molecule catabolic process	107	328	37.47	2.86	<9.99E-15
Nucleoside monophosphate metabolic process	85	279	31.87	2.67	<9.99E-15
Nucleoside triphosphate metabolic process	83	270	30.85	2.69	<9.99E-15
Cellular amino acid metabolic process	85	260	29.70	2.86	<9.99E-15
Sulfur compound metabolic process	78	275	31.42	2.48	6.58E-13
Dicarboxylic acid metabolic process	41	99	11.31	3.63	1.61E-12
NADH dehydrogenase complex assembly	25	42	4.80	5.21	5.80E-12
Pyridine-containing compound metabolic process	51	150	17.14	2.98	1.17E-11
Organic acid biosynthetic process	85	349	39.87	2.13	3.17E-10
Nucleoside bisphosphate metabolic process	38	106	12.11	3.14	2.00E-09
Cellular ketone metabolic process	53	182	20.79	2.55	2.91E-09
Cellular aldehyde metabolic process	29	70	8.00	3.63	6.61E-09
Tricarboxylic acid metabolic process	20	36	4.11	4.86	6.90E-09
Mitochondrial transport	49	166	18.96	2.58	7.70E-09
Organophosphate biosynthetic process	102	484	55.29	1.84	1.57E-08

O, the number of genes in the gene set and also in the category.

C, the number of reference genes in the category.

E, the expected number in the category.

R, ratio of enrichment.

adjP, *p* value adjusted by the multiple test adjustment.

**TABLE 2:** Functional enrichment of positively regulated genes annexin A1 deficient mice compared to wildtype mice at d10 of experimental crescentic GN. Regulated gene products corresponding to the individual in pathways are listed in Supplementary Table S3.

Pathway name	O	C	E	R	adjP
Regulation of leukocyte activation	136	482	56.31	2.42	<9.99E-15
T cell activation	123	458	53.51	2.30	<9.99E-15
Negative regulation of immune system process	125	431	50.35	2.48	<9.99E-15
Positive regulation of cytokine production	118	404	47.20	2.50	<9.99E-15
Adaptive immune response	116	397	46.38	2.50	<9.99E-15
Regulation of cell-cell adhesion	106	369	43.11	2.46	<9.99E-15
Activation of immune response	111	368	42.99	2.58	<9.99E-15
Positive regulation of defense response	99	341	39.84	2.48	<9.99E-15
Leukocyte migration	97	315	36.80	2.64	<9.99E-15
Immune response-regulating signaling pathway	99	310	36.22	2.73	<9.99E-15
Positive regulation of cell activation	89	306	35.75	2.49	<9.99E-15
Leukocyte cell-cell adhesion	91	301	35.17	2.59	<9.99E-15
Cell chemotaxis	84	280	32.71	2.57	<9.99E-15
Regulation of innate immune response	82	267	31.19	2.63	<9.99E-15
Cytokine secretion	71	213	24.88	2.85	<9.99E-15
Myeloid leukocyte activation	70	194	22.67	3.09	<9.99E-15
Cytokine-mediated signaling pathway	97	360	42.06	2.31	3.18E-14
Interleukin-6 production	54	144	16.82	3.21	3.51E-14
Regulation of inflammatory response	88	313	36.57	2.41	4.74E-14
Negative regulation of cell activation	61	180	21.03	2.90	1.08E-13

O, the number of genes in the gene set and also in the category.

C, the number of reference genes in the category.

E, the expected number in the category.

R, ratio of enrichment.

adjP, *p* value adjusted by the multiple test adjustment.

### Deficiency of AnxA1 increases markers of renal fibrosis

Fibrotic scar formation is a consequence of nephron loss during cGN. To assess the extent of renal scarring, we performed *in-situ* hybridization and TaqMan® real time RT-PCR for Col1A1. In addition, the abundance of extracellular collagen fibers was visualized and quantified by Sirius Red Stain with subsequent measurement of the integrated signal intensity. As shown in Figure 7A, Col1A1 mRNA was localized in fibroblasts in the periglomerular region of damaged glomeruli and the perivascular space of arcuate arteries in kidneys of mice at d10 after nephritis induction. Col1A1 mRNA signal abundance was increased in AnxA1-deficient mice compared to their WT counterparts. Quantitative real time RT-PCR revealed a 11.5-fold increase of renal Col1A1 mRNA abundance in WT (1,054 ± 188%, *p* < 0.01) and a 11.7-fold increase in AnxA1-deficient mice (1,169 ± 113%, *p* < 0.01) at d10 after nephritis induction (Figure 7B). Comparison of both genotypes showed a significant higher Col1A1 mRNA expression in kidneys of the AnxA1-deficient mice (189 ± 18%, *p* < 0.01). Under control conditions, Sirius Red-positive extracellular collagen fibers were predominantly located in the vicinity of Bowman’s capsule and in the perivascular space (Figure 7C). 10 days after nephritis induction, Sirius Red-positive collagen fibers accumulated in areas with glomerular and tubulointerstitial damage as well as in the perivascular space of interlobular arteries. At d10 after nephritis induction, quantification of Sirius Red signal demonstrated only a numerical increase in the signal density in WT (165 ± 47%, p = n.s.) and a significant 13-fold increase (1,285 ± 321%, *p* < 0.01) in AnxA1-deficient mice as compared to the respective controls. Comparison of both genotypes at this time point revealed significantly higher Sirius Red signal intensity in the AnxA1-deficient mice (230 ± 57%, *p* < 0.05; Figure 7D).

**FIGURE 7:**
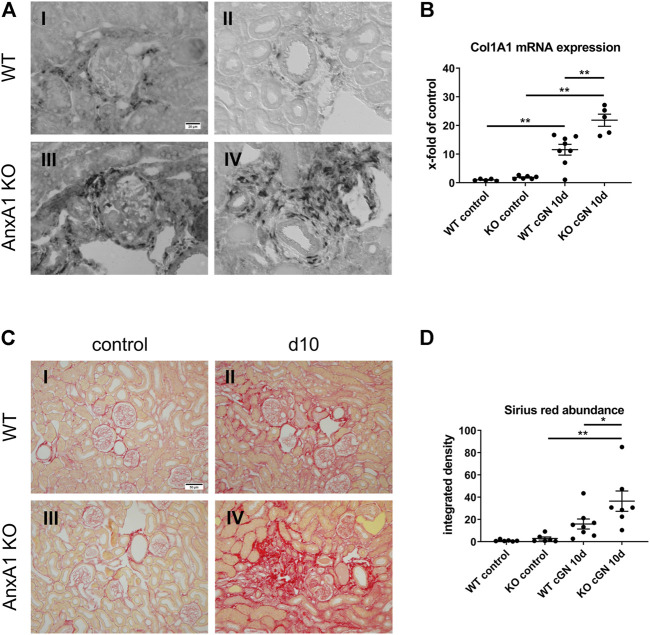
Deficiency of annexin A1 aggravates renal fibrosis. **(A)** Representative images of alpha-1 type 1 collagen (Col1A1) mRNA *in situ* hybridization performed on kidney sections from wildtype (WT; I, II) and annexin A1 (AnxA1)-deficient mice (KO; III,IV) at d10 after injection of normal sheep serum (control) or induction of crescentic glomerulonephritis (cGN). Col1A1 mRNA signal is localized to fibroblasts in the periglomerular region of damaged glomeruli (I,III) and the perivascular space of arcuate arteries (II,IV). **(B)** TaqMan® real time RT-PCR quantification of Col1A1 mRNA abundance in WT and KO mice at d10 after cGN induction. **(C)** Representative images of Sirius Red-stained kidney sections from WT (I,II) and KO (III,IV) mice at d10 after cGN induction in control- (I, III), or cGN mice (II,IV). **(D)** Quantification of renal cortical Sirius Red signal by automated image analysis shows an increased abundance in the KO cGN mice as compared to the nephritic WT mice. Scale bar = 20 μm in A and 50 µm in **(C)**. Dots in B and D represent values from individual mice; horizontal lines indicate mean values and error bars represent the SEM. Statistical significance of changes was calculated using two-way ANOVA; *p < 0.05; **p < 0.01; *n* = 6–8 per group.

## Discussion

We hereby show that AnxA1 mRNA expression and protein abundance are increased at d10 after induction of nephrotoxic serum nephritis. Both intrinsic renal cells and infiltrating leukocytes contribute to these elevated levels. Functionally, AnxA1-deficient mice display a phenotype of severe non-resolving inflammation as indicated by elevated tissue levels of leukocytes and proinflammatory mediators including prostaglandins D2 and E2 as well as aggravated glomerular crescent formation, tubulointerstitial damage and severe proteinuria.

Renal expression of AnxA1 and its regulation in kidney disease have been studied in considerable detail (McKanna et al., 1992; Ka et al., 2014; Neymeyer et al., 2015; Wu et al., 2021). In a model of Adriamycin-induced nephropathy, the authors observed a time-dependent increase in glomerular AnxA1 expression with maximum levels in podocytes and parietal epithelial cells at d7 and d14 after induction. Elevated expression at these sites was further reported in biopsies from patients with diabetic kidney disease, cGN and proliferative lupus nephritis (Ka et al., 2014; Wu et al., 2021). Our localization studies recapitulate these findings, thus suggesting that upregulation of AnxA1 in podocytes and parietal epithelial cells may be part of a universal response to glomerular injury. Since AnxA1 is involved in membrane homeostasis (Babiychuk et al., 2011; Potez et al., 2011) and the stabilization of intracellular calcium levels during phases of energy depletion and acidosis (Vais et al., 2020), elevated AnxA1 levels may increase the resilience of these cells against further insults.

A pronounced accumulation of AnxA1 was also observed in the tubulointerstitial space corresponding to inflammatory infiltrates and fibrotic areas. These findings are in line with previous localization studies by us and others (Neymeyer et al., 2015; Wu et al., 2021) and with data from single cell RNA sequencing studies (https://kpmp.org/). Prominent expression of AnxA1 in neutrophils and macrophages underlines the importance of these cells for the generation of pro-resolving signals in the inflamed tissue (Sugimoto et al., 2016).

In a detailed analysis of renal leukocyte species by flow cytometry and immunohistology, we found no difference in the extent of renal leukocyte infiltration between wildtype and AnxA1-deficient mice at d5 after induction of nephrotoxic serum nephritis. In addition, the evaluation of glomerular profiles at this time point revealed a similar damage pattern without significant differences between genotypes. These findings argue against a major protective role of AnxA1 during the initiation phase of nephrotoxic serum nephritis. In contrast, at d10 after nephritis induction, we observed higher numbers of infiltrating leukocytes along with increased glomerular and tubulointerstitial damage in the AnxA1-deficient mice as compared to the WT controls. Analysis of leukocyte populations by flow cytometry and immunofluorescence revealed an increased abundance of lymphocytes, macrophages and neutrophil granulocytes. To further corroborate these findings, we performed RNAseq gene expression analysis which revealed increased mRNA levels of gene products involved in neutrophil activation and chemotaxis as well as macrophage activation. 

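In the RNA-seq data, 17 of 19 macrophage marker genes were higher in AnxA1-deficient mice at an unadjusted p under 0.05, and all 17 had an adjusted p under 0.05 over this list but none over all tested genes. Their median log2 fold change was 0.90 (adjusted p = 3.9e-07, camera), and lay between 0.66 and 1.07 with each mouse left out in turn. Adgre1 (ENSMUSG00000004730), which encodes the macrophage antigen F4/80, rose from 787 ± 389 (SD, n = 6) to 1575 ± 318 normalized counts (SD, n = 5), a log2 fold change of 1.14 (standard error 0.32, adjusted p = 0.10 from limma). The neutrophil marker genes were fewer and more variable. Of the 20 genes listed 13 passed the minimum mean, of which 10 were higher and 3 lower, and 4 of the higher genes had an unadjusted p under 0.05. The largest rise among them was that of Lcn2, with a log2 fold change of 1.68 (unadjusted p = 0.030 from limma). Lcn2 is also on the list of injured tubule marker genes, so that its rise cannot be assigned to neutrophils. The median of the 13 genes was 0.84 (adjusted p = 0.031, camera), and 41 of 100 splits of the mice gave a median as far from 0. Without the AnxA1-deficient mice G or K, or with a minimum mean of 50 normalized counts, the neutrophil genes no longer had an adjusted p under 0.05. Without WT mouse C, 10 neutrophil genes passed the minimum mean and all 10 were higher, 8 of them at an unadjusted p under 0.05, with a median of 1.51 (adjusted p = 7.9e-06, camera). With the correlation between genes estimated from the data, camera gave an adjusted p of 0.34 for the macrophage and 0.45 for the neutrophil genes over all 11 mice. Csf3r (ENSMUSG00000028859), the receptor of granulocyte colony-stimulating factor, rose from 64.3 ± 29.1 (SD, n = 6) to 152 ± 11.5 normalized counts (SD, n = 5), a log2 fold change of 1.37 (standard error 0.30, adjusted p = 0.070 from limma), while it shares 10.7% of its 50-base stretches with other genes. Among the 6 WT mice, mouse C had the highest value in 17 of the 20 neutrophil genes. S100a8 (ENSMUSG00000056054) showed no difference over the 11 mice, at 117 ± 242 (SD, n = 6) against 46.9 ± 37.6 normalized counts (SD, n = 5), with 608 normalized counts in WT mouse C alone (two-sided exact permutation test on log2 values, p = 0.60), and the sign of its log2 fold change of 0.67 changed with library weights or in edgeR. Without mouse C it was 1.61 (unadjusted p = 0.039 from limma). Ly6g (ENSMUSG00000022582), which encodes the neutrophil antigen Ly6G, had at most 2 reads in each AnxA1-deficient mouse and no difference was detectable at this depth. The paper sets the increased mRNA levels beside the higher abundance of macrophages and neutrophil granulocytes that it found by flow cytometry and immunofluorescence. For F4/80 itself, however, its staining counts did not differ significantly between genotypes at d5 or d10, unlike the direction of Adgre1 here.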

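Marker genes of the nephron segments, listed beforehand, were compared in the same 11 mice, with the p of camera adjusted over 9 such lists. All 20 proximal tubule marker genes were lower in AnxA1-deficient mice, 10 of them at an unadjusted p under 0.05, and none had an adjusted p under 0.05. Their median log2 fold change was -0.28 (adjusted p = 1.8e-06, camera). It lay between -0.35 and -0.20 with each mouse left out in turn, and quantile normalization moved it to -0.10, with 3 of the 20 genes then higher. Camera with the correlation between genes estimated from the data gave these genes an adjusted p of 0.32, and limma's fry test, run on the list alone, 0.085. Of 100 splits of the mice, 5 gave a median as far from 0. The largest fall among these genes was that of Miox (ENSMUSG00000022613), with a log2 fold change of -0.56 (adjusted p = 0.13 from limma). The 12 marker genes of the loop of Henle and the distal tubule had a median of 0.06 (adjusted p = 0.78, camera), with 7 higher and 5 lower, and after quantile normalization a median of 0.18 (adjusted p = 0.046, camera). The 11 collecting duct marker genes had a median of -0.01 (adjusted p = 0.66, camera), with 5 higher and 6 lower, and the sign of the median changed after quantile normalization and without mouse B, G or K. The 12 podocyte marker genes were all higher, with a median of 0.19 (adjusted p = 0.00011, camera, and 0.048 with the estimated correlation).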

Reduced mRNA levels of gene products involved in metabolic processes likely reflect the loss of transporting nephron epithelia. These findings therefore present hallmark features of non-resolving inflammation and the associated progressive destruction of functional renal tissue.

A central result of our study is the highly increased abundance of neutrophils in the glomeruli and in the tubulointerstitium of AnxA1-deficient mice at d10 after nephritis induction. Typically, neutrophils are among the first leukocytes to arrive in the glomerulus after induction of nephrotoxic serum nephritis (Kuligowski et al., 2006) where they contribute to glomerular damage by generating neutrophil extracellular traps (NET) (Westhorpe et al., 2017) and by initiating the respiratory burst reaction (Suzuki et al., 2003; Xiao et al., 2005; Kurts et al., 2013; Antonelou et al., 2022). Neutrophil recruitment may either occur *via* direct Fcγ receptor/Mac-1-mediated binding of antibodies on the glomerular basement membrane (Suzuki et al., 2003) or in a mechanism depending on platelet-derived P-selectin (Kuligowski et al., 2006). In resolution-competent animals these neutrophils are rapidly cleared during the first 72 h after nephritis induction (Wu et al., 1996; Devi, 2013 #44). In line with this timeframe, we found only few neutrophils in glomeruli of the wildtype mice at d5 and d10 after nephritis induction. Mechanisms of neutrophil clearance in the setting of nephrotoxic serum nephritis-induced cGN have not been determined. However, our finding of increased numbers of neutrophils in the kidneys of AnxA1-deficient mice suggests an essential role for AnxA1 during this process.

Importantly, neutrophils themselves are an essential source for AnxA1 in the inflammatory microenvironment (Vergnolle et al., 1995). In neutrophils, AnxA1 is localized in gelatinase granules and in the cytosol (Perretti et al., 2000) and is released during degranulation and NETosis. After externalization, AnxA1 is subject to proteolytic cleavage by neutrophil elastase and proteinase 3 which results in the release of bioactive, soluble N-terminal protein fragments (Oliani et al., 2001; Rescher et al., 2006; Vong et al., 2007). Both full-length AnxA1 and its fragments have been shown to contribute to the antiinflammatory actions of the protein (Walther et al., 2000; Bode et al., 2019). Multiple effects of AnxA1 on neutrophil function have been described (Sugimoto et al., 2016). AnxA1 reduces neutrophil adhesion to endothelial cells by promoting the shedding of L-selectins and by counteracting the activation and clustering of essential integrins (Solito et al., 2003; Drechsler et al., 2015). In the inflamed tissue, AnxA1 induces neutrophil apoptosis in a calcium and FPR2-dependent mechanism (Solito et al., 2003; Dalli et al., 2013). The apoptotic bodies arising from this process are important mediators of the resolution phase of acute inflammation since they function as decoy receptors for proinflammatory cytokines (Jones et al., 2016). Efferocytosis of neutrophil-derived apoptotic bodies by macrophages induces a pro-resolving phenotype with increased phagocytic activity and expression of antiinflammatory cytokines including IL-10, TGF-β (Sugimoto et al., 2016). In addition, AnxA1 reduces platelet P-selectin levels (Vital et al., 2020) which may be of particular relevance for the suppression of glomerular neutrophil infiltration during nephrotoxic serum nephritis.

Various components of the adaptive immune system have been implicated in the pathogenesis of cGN (Artinger et al., 2017; Chen et al., 2018). In particular, gamma delta T cells and their principal cytokine, interleukin 17, have been shown to be instrumental for neutrophil recruitment and the development of renal injury in nephrotoxic serum-induced cGN (Turner et al., 2012; Disteldorf et al., 2015).

Studies addressing the role of AnxA1 in models of Th17-dependent autoimmune diseases have produced conflicting results with protective effects reported in mouse models of retinal inflammation (Yazid et al., 2015), collagen-induced arthritis, contact dermatitis (Yang et al., 2013) and in patients with multiple sclerosis (Colamatteo et al., 2019). In contrast, in mouse models of allergic airway inflammation and experimental autoimmune encephalomyelitis AnxA1-deficient mice showed decreased Th1/Th17 polarization of T cells and reduced disease activity, suggesting proinflammatory effects of AnxA1 (D'Acquisto et al., 2007; Paschalidis et al., 2009).

In the present study, we observed increased numbers of Th17-expressing T cells at d5 which decreased at d10, thus confirming previous reports regarding the kinetics of Th17 T-cells in the nephrotoxic serum nephritis model (Turner et al., 2012). Unexpectedly, we found no genotype-dependent differences in the number of Th17-expressing T cells for both points in time. Furthermore, RNAseq gene expression analysis showed no genotype-dependent difference in the mRNA levels of IL-17 family members and their putative receptors at d10 after nephritis induction. 

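Of the 11 IL-17 family members and receptors, 6 passed the minimum mean of 10 normalized counts. Their median log2 fold change was 0.08 (adjusted p = 0.33, camera), with 4 genes higher and 2 lower in AnxA1-deficient mice, and 3 of each after quantile normalization. None of the 6 had an adjusted p under 0.05, whether over this list or over all tested genes, and 2 receptors had an unadjusted p under 0.05. Il17re (ENSMUSG00000043088) rose from 500 ± 87.8 (SD, n = 6) to 625 ± 39.1 normalized counts (SD, n = 5), a log2 fold change of 0.34 (standard error 0.13, adjusted p = 0.15 from limma). Every AnxA1-deficient mouse lay above every WT mouse in this gene (two-sided exact permutation test, p = 0.0043), and the log2 fold change lay between 0.22 and 0.38 with each mouse left out in turn. Il17rc (ENSMUSG00000030281) rose from 954 ± 69.9 (SD, n = 6) to 1053 ± 43.6 normalized counts (SD, n = 5), a log2 fold change of 0.15 (standard error 0.06, adjusted p = 0.18 from limma). Its difference had a p of 0.039 in the exact permutation test, and the p of limma was above 0.05 after quantile normalization and in 5 of the 11 comparisons that each left out 1 mouse. Il17ra, Il17rb, Il17rd and Il17d had log2 fold changes of -0.06, -0.03, 0.10 and 0.06, with exact permutation p of 0.47, 0.78, 0.57 and 0.64. The sign changed for Il17d after quantile normalization, for Il17rd with library weights and for Il17rb without mouse F or G. The other cytokine genes lay below the minimum mean. Il17a had at most 2 reads in any AnxA1-deficient mouse and a mean of 0.615 normalized counts in WT mice, Il17b had no read in any mouse, and Il25 had none in the AnxA1-deficient mice. Il17f had 10.6 ± 4.16 (SD, n = 6) and 8.36 ± 3.60 normalized counts (SD, n = 5), and Il17c had 3.56 ± 1.96 (SD, n = 6) and 4.62 ± 2.48 (SD, n = 5). The exact permutation p was 0.42 for Il17f and 0.58 for Il17c, and no difference in Il17a, Il17b or Il25 was detectable at this depth.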

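Of the chemokines induced by IL-17, Cxcl1 (ENSMUSG00000029380) had 341 ± 96.3 normalized counts in WT mice (SD, n = 6) and 474 ± 108 in AnxA1-deficient mice (SD, n = 5). The log2 fold change was 0.49 (standard error 0.21, adjusted p = 0.19 from limma), and the groups overlapped (two-sided exact permutation test, p = 0.069). The unadjusted p of Cxcl1 was under 0.05 on the deposited scale, but not after quantile normalization, with library weights or in 5 of the 11 comparisons that each left out 1 mouse. Cxcl5 (ENSMUSG00000029371) had 51.5 ± 37.3 normalized counts in WT mice (SD, n = 6) and 192 ± 22.4 in AnxA1-deficient mice (SD, n = 5). Its log2 fold change was 2.74 (standard error 0.96, adjusted p = 0.14 from limma). All 5 AnxA1-deficient mice, between 164 and 224, lay above all 6 WT mice, between 0 and 103 (two-sided exact permutation test, p = 0.0043). WT mouse D had no Cxcl5 read, and without this mouse the log2 fold change was 1.77. The unadjusted p of Cxcl5 stayed under 0.05 in all 21 alternatives, with log2 fold changes between 1.69 and 3.31.

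**Figure D3:**
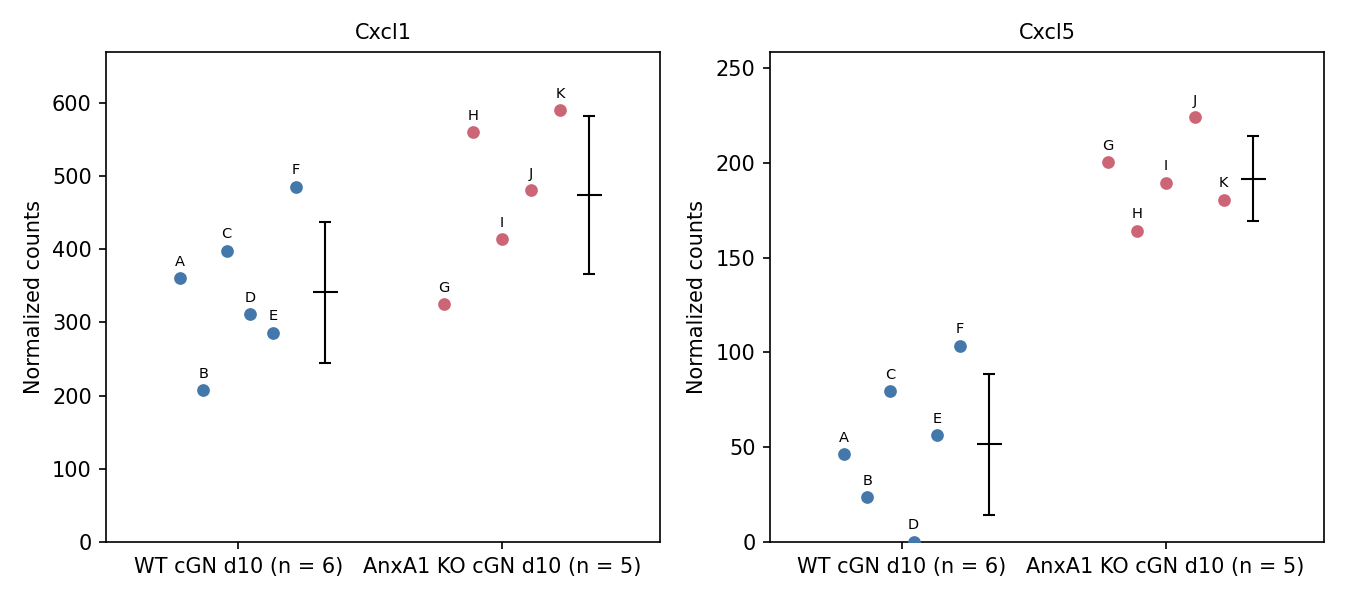
Normalized counts of Cxcl1 (left) and Cxcl5 (right) in each mouse at d10 of cGN, with the mean and SD of each group beside its dots. The groups overlap for Cxcl1, while the AnxA1-deficient mice (red) lie above 164 for Cxcl5 and the WT mice (blue) at or below 103.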

The mRNA abundance of the principal effector cytokines of TH17 cells, CXCL1, and CXCL5 remained unchanged as well (data not shown). In aggregate, these findings therefore argue against an important contribution of Th17 T-cells to the excessive inflammation and tissue destruction observed in the AnxA1-deficient mice. However, further studies are needed to fully elucidate the effects of AnxA1 on Th17 T-cell generation and function.

Prostaglandins and related lipid mediators control important aspects of kidney function and inflammation in cGN (Takahashi et al., 1990; Kvirkvelia et al., 2013). Since AnxA1 has been shown to inhibit renal prostaglandin synthesis by interfering with phospholipase A2 and cyclooxygenase 2, the two rate-limiting enzymes involved in the generation of PGE2, we measured renal levels of PGE2 and other polyunsaturated fatty acids metabolites. Using an unbiased state-of-the-art lipidomics approach, we found markedly elevated levels of PGE2 and its predominant metabolite 15-keto-PGE2 in the kidney homogenates of the AnxA1-deficient mice at d10 after nephritis induction. This finding is in line with the well-established inhibitory effect of AnxA1 on renal PGE2 synthesis and thus confirms previous studies (Seidel et al., 2012). The functional consequences of these elevated PGE2 levels are not well understood and may involve proinflammatory effects due to increased Cxcl-5 expression (Aringer et al., 2018) on the one hand and tissue-protective and repair-promoting effects on the other (Kvirkvelia et al., 2013). However, since PGE2 has been shown to cause glomerular hyperfiltration in the setting of cGN (Takahashi et al., 1990), we speculate that these hemodynamic effects are also present in our animals. In fact, glomerular hyperfiltration due to PGE2-mediated dilatation of the afferent arteriole may explain the severe proteinuria and excessive glomerular damage in these animals.

An unexpected finding of the lipidomics analysis was the marked reduction of renal epoxydocosapentaenoic acid levels. These compounds are produced from docosahexaenoic acid in a cytochrome P450 epoxygenase-dependent manner and subject to inactivation by soluble epoxide hydrolase (Spector and Kim, 2015). Their biological functions include potent antihypertensive, antiinflammatory, antifibrotic, and antiangiogenetic effects (Spector and Kim, 2015; Sharma et al., 2016; Schunck et al., 2018). Reduced levels of these compounds in the nephritic AnxA1-deficient mice may therefore contribute to the aggravated damage. However, further studies are needed to elucidate the effects of AnxA1 on the metabolism of these compounds and their interaction with AnxA1 on the functional level.

Of note, we were unable to detect relevant levels of the canonical pro-resolving lipid mediators lipoxin A4, resolvin, and maresin, while other metabolites of their parent molecules were readily detectable. Technical reasons may be responsible for this finding. The characterization of SPM biosynthesis has typically relied on analyses of exudates from mouse models of resolving inflammation but measurement of tissue levels of these compounds is not routinely performed. Thus, the relevance of these mediators during the resolution process of cGN remains to be determined.

The final fundamental result of our study is the accelerated development of glomerulosclerosis and tubulointerstitial fibrosis in the nephritic AnxA1-deficient mice. Renal fibrosis is the final common pathway mediating the transition from injury to chronic renal failure irrespective of the underlying disease (Humphreys, 2018; Moeller et al., 2021). Since the excessive deposition of extracellular matrix components and the resulting rarefication of the renal microvasculature cause tissue hypoxia, fibrosis by itself has been suggested to contribute to the development of renal damage.

Numerous studies have demonstrated an antifibrotic effect of AnxA1 in different models of tissue fibrosis (Damazo et al., 2011; Locatelli et al., 2014; Wu et al., 2021; Gadipudi et al., 2022). In addition to its antiinflammatory and tissueprotective activity, AnxA1 directly counteracts the effects of TGF- β on renal fibroblasts (Neymeyer et al., 2015) and blocks the profibrotic effects of NF-kΒ (Wu et al., 2021). These findings suggest that, in addition to the aggravation of renal inflammation, tissue damage and increased proteinuria, lack of AnxA1 may also directly contribute to the accelerated kidney fibrosis observed in the AnxA1-deficient mice. Further studies are needed to elucidate the relative contributions of the different mechanisms to the development of renal fibrosis in cGN.

## Conclusion

In conclusion, we have shown that AnxA1-deficient mice show a severely aggravated course of nephrotoxic serum nephritis with increased glomerular and tubulointerstitial damage as well as proteinuria. Renal damage was accompanied by non-resolving inflammation with elevated expression of pro-inflammatory cytokines and an increased abundance of neutrophil granulocytes and other leukocyte species. These data therefore demonstrate a non-redundant role of AnxA1 during the resolution phase of renal immune-mediated inflammatory disease and provide the rational for the development of AnxA1-based therapeutic strategies for these conditions.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE204873.

# Supplementary material for: Annexin A1 exerts renoprotective effects in experimental crescentic glomerulonephritis
**Source:** Front Physiol. 2022 Oct 12;13:984362. doi: 10.3389/fphys.2022.984362
**Supplement:** Supplementary file 1

**Supplementary Table S1: List of antibodies**

| Antibody | Clone | Host | Technique | Dilution | Cat-No. | Manufacturer |
| --- | --- | --- | --- | --- | --- | --- |
| anti-AnxA1 | polyclonal | rabbit | IF paraffin  WB | 1:500  1:1000 | LS-B6711 | Lifespan Biosciences, Cupertino, USA |
| anti-α-tubulin | B-5-1-2 | mouse | 1:2000 | WB | T5168 | Sigma-Aldrich, Saint Louis, USA |
| anti-Ly6G | 1A8 | rat | IF paraffin | 1:100 | 127601 | Biolegend, San Diego, USA |
| anti-CD3 | polyclonal | rabbit | IF paraffin | 1:100 | A0452 | Agilent/Dako, Santa Clara, USA |
| anti-F4/80 | CI:A3-1 | rat | IF Cryo | 1:100 | MCA497R | BIO-RAD, Richmond, USA |
| anti-CD45 PerCP | 30-F11 | rat | FACS | 1:100 | 561047 | BD Pharmingen, New Jersey, USA |
| anti-CD11b PE | M1/70 | rat | FACS | 1:100 | 101207 | Biolegend, San Diego, USA |
| anti-CD11c PerCP/Cy5.5 | N418 | hamster | FACS | 1:100 | 117327 | Biolegend, San Diego, USA |
| anti-GR1 PE/Cy7 | RB6-8C5 | rat | FACS | 1:100 | 108415 | Biolegend, San Diego, USA |
| anti-CD19 PE/Cy7 | 6D5 | rat | FACS | 1:100 | 115519 | Biolegend, San Diego, USA |
| anti-TCRβ APC/Cy7 | H57-597 | hamster | FACS | 1:100 | 109219 | Biolegend, San Diego, USA |
| anti-TCRβ APC | H57-597 | hamster | FACS | 1:100 | 109211 | Biolegend, San Diego, USA |
| anti-IL-17A PE | TC11-18H10.1 | rat | FACS | 1:100 | 506903 | Biolegend, San Diego, USA |

# Supplementary material for: Annexin A1 exerts renoprotective effects in experimental crescentic glomerulonephritis
**Source:** Front Physiol. 2022 Oct 12;13:984362. doi: 10.3389/fphys.2022.984362
**Supplement:** Supplementary file 6

**Supplementary Table S2: List of lipids measured by mass-spectrometry**

# Supplementary material for: Annexin A1 exerts renoprotective effects in experimental crescentic glomerulonephritis
**Source:** Front Physiol. 2022 Oct 12;13:984362. doi: 10.3389/fphys.2022.984362
**Supplement:** Supplementary file 7

**Supplementary Table S3: List of down-regulated genes sorted to enriched pathways**

# Supplementary material for: Annexin A1 exerts renoprotective effects in experimental crescentic glomerulonephritis
**Source:** Front Physiol. 2022 Oct 12;13:984362. doi: 10.3389/fphys.2022.984362
**Supplement:** Supplementary file 8

**Supplementary Table S4: List of up-regulated genes sorted to enriched pathways**

How the deposited data were processed for this re-analysis (not part of the article)

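RNA was sequenced on an Illumina instrument from whole kidneys of male mice at d10 after injection of 400 µl of nephrotoxic serum, in 6 WT and 5 AnxA1-deficient mice. The authors counted reads per gene and deposited a signal for each gene and library, which is the read count divided by 1 scaling factor per library. The form of the deposited table is that of values scaled by the size factors of DESeq2, and they were taken as such. The aligner, the counting program, the genome build and the annotation are not named in the paper's text. The table lists 50686 genes by Ensembl identifier and holds 18 library columns, of which 11 match the labels of the mice; the other 7 were not used here. Gene symbols came from the table for 23109 genes and from GENCODE M21 for 27365 more, with 50376 of the identifiers (99.4%) found in GENCODE M21. This annotation served for names, for transcript sequences and for which genes neighbor each other.
In each library, 100% of the deposited signal values were whole multiples of the smallest value above 0, with a largest deviation from a whole number of 2.7e-09, and reads were recovered by this division. The reads on genes lay between 33904995 and 58705165 in WT mice and between 32387106 and 37450055 in AnxA1-deficient mice. A limit of 3 reads corresponded to 1.82 to 3.47 normalized counts in WT mice and 2.74 to 3.24 in AnxA1-deficient mice, and covers counting error only. Pairs of libraries within a group differed by more than sampling noise, and each library counted as 1 mouse.
WT mice (A to F) and AnxA1-deficient mice (G to K) were grouped by their labels. The letters follow the order of the mouse numbers in the labels, pair no mice and are not shared between the groups. Because the paper gives 5 mice per group and does not identify the WT mouse left out, all 11 mice entered each comparison.
The 17220 genes with a mean of at least 10 normalized counts were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(normalized count + 1), two-sided, without covariates. The threshold for single genes was an unadjusted p under 0.05, the rule of the paper, with the count at a Benjamini-Hochberg adjusted p under 0.05 beside it. Genes under the minimum mean were taken from the same model without that filter. The test had been set as limma for normalized values and as edgeR for raw counts, and the deposited unit called for limma. Gene families were tested with camera of limma, two-sided, with a preset correlation between genes of 0.01 and adjustment over 9 families. A further 9 marker lists were adjusted among themselves. Exact permutation tests compared the mean log2 value of single genes over all 462 splits of the mice, with a smallest possible p of 0.0043. They used scipy 1.17.1, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.
The mapping of the mice, the tests, the families and the alternatives were fixed before the data were examined. The genes named are those the paper names for these data, the gene with the largest reported change in each pathway of Supplementary Tables S3 and S4, the 5 largest rises and 5 largest falls at an adjusted p under 0.05 without overlap between the groups, the 2 genes with the smallest p in each family, the markers the paper stained, gated on or measured by RT-PCR, and the genes of the marker lists. Xist, Gapdh and the neighbors of Anxa1 were named after their values were seen. Results for some genes that these rules select are not reported here.
The alternatives were pseudocounts of 0.1 and 8, no minimum mean and a minimum mean of 50, no mean-variance trend, TMM rescaling, quantile normalization, library weights, DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads, and leaving out each mouse in turn. For families, the correlation between genes was also estimated from the data, and the fry test of limma was run on each family alone. Families and marker lists were not run without the mean-variance trend, with library weights, in DESeq2 or in edgeR. On simulated counts with 200 changed genes, 79.5% of these were called at an adjusted p under 0.05, with 8 false calls among 17085 genes, and 5.12% of the unchanged genes had an unadjusted p under 0.05. A simulated family of 50 genes shifted downward had a median of -0.30 and a camera p of 2.3e-31, and an unshifted family had a p of 0.824. The simulated genes were drawn independently of each other, so that this does not show how camera behaves with correlated genes.
Random lists, 10000 per family, were matched in mean value, transcript length and GC content. For the checks of depth, all libraries were thinned to 32387106 reads. Of the 462 splits of the mice into 6 and 5, 100 were drawn, the real split included. The pathway enrichment of Tables 1 and 2 was not recomputed, since the gene ontology sets were not used here.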

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

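The tests of sex, of a mislabelled mouse, of milder nephritis, of other cells, of Mmrn1 and of shared sequence in the other large changes were chosen only after the results were seen; the other tests were set before.
WT mouse D lay apart from the other WT mice. On the first principal component, which held 50.4% of the variance, its gap to the nearest WT mouse was 0.630 of the range of the WT mice. Among 179 values checked in this way 20 stood out, where chance gives 8.95, and 15 of the 20 belonged to mouse D. As the lowest WT mouse, D stood apart in the mean log2 value of the interleukin genes (gap over range 0.633), of the injured tubule marker genes (0.715) and of the genes of the EDP and prostaglandin pathway (0.789). The single genes in which it was the lowest included Col1a1 (0.689), Cxcl5 (0.689), Havcr1 (0.797), Il17re (0.762), Itgam (0.649), Lcn2 (0.793) and Pirb (0.658), and it was the highest in Cfb (0.750), Gapdh (0.639) and Ogdh (0.687). Itgam shares 66.3% of its 50-base stretches with another gene, Cfb 73.0% and Pirb 34.0%, so that their values are uncertain.
Thinning all libraries to the same number of reads left the gap of mouse D on the first principal component at 0.629, and removing the 500 genes with the highest mean left it at 0.631, so that neither depth nor a few abundant genes gave rise to it. After quantile normalization the gap fell to 0.582, which no longer stood out. Anxa1 in mouse D, at 441 normalized counts, lay far above the AnxA1-deficient mice, whose highest value was 132, which goes against a mislabelled AnxA1-deficient mouse. Mouse D had the lowest value of all 11 mice in 12 of 12 injured tubule marker genes, where chance gives 1.09. The scaling of a library does not change the ratio of 2 genes within it, and the ratio of Col1a1 to Gapdh was 0.711 in mouse D against 4.85 to 10.2 in the other WT mice, so that scaling does not account for the low Col1a1. Havcr1 was at 120 normalized counts in mouse D and at 5233 or more in each other WT mouse. A milder nephritis in this mouse is a candidate explanation, formed and tested on the same mouse.
WT mouse C had 166 normalized counts of Xist (ENSMUSG00000086503), from 228 reads, with at most 7 reads in any other mouse (gap over range 0.676), although 11.8% of the 50-base stretches of Xist occur in other genes. Xist marks female cells, and the mice were male. The mean of 4 Y-linked genes in mouse C was 100.5% of that in the other WT mice, which goes against a mislabelled female mouse. Of 32 neutrophil and B lymphocyte marker genes with a read, 26 were highest in mouse C among the WT mice, where chance gives 5.33, among them 17 of 20 neutrophil and 9 of 12 B lymphocyte genes. Of the T lymphocyte genes 1 of 16 was highest in mouse C, and of the macrophage genes 0 of 20. Ly6g was also high in mouse C (gap over range 0.744). RNA from other cells rich in neutrophils and B lymphocytes may have entered this library; the design gives no biological explanation to test.
In other mice, the values that stood out, besides those of mouse C, were Bhmt, lowest in WT mouse F (gap over range 0.713), Il17c, lowest in WT mouse B (0.764), and Tlr6, highest in AnxA1-deficient mouse J (0.726). These are 3 of the 20, fewer than chance gives among 179, and no biological explanation was tested. Il17c had at most 7 reads in an AnxA1-deficient mouse.
Mmrn1, with a log2 fold change of -6.23, had 1 of the largest falls. The paper does not report on it. In the 2 WT libraries whose depth lay within the range of the AnxA1-deficient mice, the lowest value of Mmrn1 was 88.0 normalized counts, so that depth does not account for the loss. A difference between the strains of mice, apart from AnxA1, is not ruled out, and the genome of the mice was not analysed here.
Other large changes at an adjusted p under 0.05 with no overlap between the groups were also in genes the paper does not discuss. 1010001B22Rik (log2 fold change 4.64), Gm15446 (2.45), Mmp7 (2.44), Tph1 (2.24) and Gm20633 (1.84) were higher in AnxA1-deficient mice, and Akr1c18 (-1.91) and Bglap3 (-1.60) lower. 1010001B22Rik had no read in WT mice and was at least 9.19-fold higher in AnxA1-deficient mice, and 0 tested genes lie between it and Gm15446. With all libraries thinned to the same number of reads, the 7 genes kept at least 92.2% of their log2 fold change, so that depth does not account for them. In 4 of the 7, over 10% of the 50-base stretches occur in other genes, namely 20.2% in 1010001B22Rik, 32.7% in Gm15446, 36.4% in Gm20633 and 11.5% in Bglap3, against 7.36% in Mmp7, 0.581% in Akr1c18 and 0.0958% in Tph1. The changes of those 4 genes cannot be told apart from reads shared between genes.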

How the results depend on the processing

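The settings with DESeq2 at an unadjusted p under 0.01 were chosen after seeing the data; the other alternatives are those listed in the processing summary. The cause of the changes below was not tested. No paired analysis was possible because the letters of the mice are not shared between the groups.
The number of genes at an unadjusted p under 0.05 was 4088. It was 5047 with no minimum mean, 3511 with a minimum mean of 50, 4866 with library weights, 4353 in DESeq2 and 4105 in edgeR, and from 2685 to 5049 genes across the 11 fits that each left out one mouse. At an unadjusted p under 0.01 it was 1323. DESeq2 at an unadjusted p under 0.01 gave 2001 of the tested genes and 2088 of all genes with a read, 2085 with a prior on the fold change and 2005 with this prior and the deposited factors. With the prior and a WT mouse left out it gave 2072 (A), 1805 (B), 1937 (C), 2047 (D), 1570 (E) and 3063 (F).
The number at an adjusted p under 0.05, 93, was the least stable. It was 54 with no minimum mean, 1600 with library weights, 1217 in DESeq2, 89 in edgeR and 118 after quantile normalization, and from 21 to 745 genes across the 11 fits that each left out one mouse. At an adjusted p under 0.10 it was 623. All 93 genes were among those of the library weights and of DESeq2.
The gene families were not run with library weights, without the mean-variance trend, in DESeq2 or in edgeR. Their medians kept their sign in all alternatives that were run. They lay between -0.06 and -0.18 for the respiratory chain genes, and between -0.06 and -0.22 for the tricarboxylic acid cycle genes. With the correlation between genes estimated from the data, the medians are by construction unchanged and the adjusted p from camera rose above 0.05 for the respiratory chain (-0.14, 0.42), tricarboxylic acid cycle (-0.18, 0.35), chemokine (0.72, 0.34), interleukin (0.39, 0.34), Toll-like receptor (0.95, 0.34), neutrophil (0.84, 0.45) and macrophage genes (0.90, 0.34). These are the highest adjusted p over the alternatives, and the lowest are 7.4e-13, 2.2e-08, 3.6e-11, 4.5e-06, 1.7e-06, 7.9e-06 and 3.0e-09. In the fry test of each family alone the adjusted p were 0.18, 0.078, 0.061, 0.061, 0.061, 0.33 and 0.061, in the same order. After quantile normalization the tricarboxylic acid cycle genes had a median of -0.055 (adjusted p = 0.13 from camera of limma). With a minimum mean of 50 the neutrophil genes had a median of 0.67 (adjusted p = 0.13 from camera of limma), and from 0.50 to 1.51 across the 11 fits that each left out one mouse, where they were above the threshold without G and without K. The solute carrier genes had medians from -0.059 to -0.020 across these fits, with an adjusted p under 0.05 without F alone, between 0.045 and 0.71 over the alternatives. The median of the IL-17 genes stayed near 0 in all alternatives that were run.
Cxcl1 had a log2 fold change of 0.38 after quantile normalization and of 0.36 with library weights, no longer at an unadjusted p under 0.05, and from 0.36 to 0.62 across the 11 fits that each left out one mouse. Anxa1 and Cxcl5 kept their sign and an unadjusted p under 0.05 in all 21 alternatives.
Signs changed in values near 0 or with few reads. The collecting duct genes had a median of 0.044 after quantile normalization and from -0.080 to 0.040 with one mouse left out, being 0.021 without B, 0.040 without G and 0.030 without K. Il17a had a log2 fold change of 0.062 in edgeR and from -0.31 to 0.16 with one mouse left out, Il17c from -0.012 to 0.57, Il17d -0.13 after quantile normalization and from -0.017 to 0.13, Il17rb from -0.10 to 0.030, and Il17rd -0.020 with library weights. S100a8 was at -0.26 with library weights and -1.35 in edgeR. Ly6g ran from -0.48 to 0.35 and Xist from -1.42 to 0.060 with one mouse left out, and both changed sign without mouse C.
Over 73 further results, 1431 of 1484 alternative values kept direction and side of the threshold, 29 became weaker, 4 stronger and 20 changed sign. The depth limits the cytokine genes Il17a, Il17b and Il25, which lay at or under 3 reads per mouse.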

Differences from the paper's values

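The paper reports 1937 differentially expressed genes, and 4088 had an unadjusted p under 0.05 here. Of the alternatives set before the data were examined, the total came within 1.5 times the paper's value without AnxA1-deficient mouse J (2685) and at an unadjusted p under 0.01 (1323), and with none of the others. The paper reports 1027 lower genes, against 1776 here. The number was within 1.5 times the paper's without mouse D (1490), E (1467), G (1420), H (1446), J (1195) or K (1358). None of the other alternatives set before the data were examined came as close. The paper reports 910 higher genes, against 2312 here, and an unadjusted p under 0.01 (723) was the one alternative set before the data were examined that came within 1.5 times.
DESeq2 at an unadjusted p under 0.01 was run in 10 settings chosen after seeing the values. Of these, 9 came within 1.5 times the paper's total, with 1570 to 2088 genes, and the setting without WT mouse F did not (3063). With a prior on the fold change and without WT mouse C, the total equals the paper's 1937, but with 983 higher and 954 lower genes, against the paper's 910 and 1027; this setting was chosen after seeing the values and is 1 of 10. The paper states a p under 0.05 for its list, and the largest p in its Supplementary Tables S3 and S4 are 0.00975 and 0.00981.
Of 17 log2 fold changes compared with Supplementary Tables S3 and S4, 3 differed by more than the replicate SD, and all 3 were larger here. DESeq2 with a prior on the fold change was used here for gene counts alone, and its fold changes were not compared. Whether the paper's values come from such a prior is thus left open. Lta was 1.52 here and 0.85 in the paper. It was within the replicate SD with a pseudocount of 8 (0.76), after quantile normalization (1.40), without mouse D (1.34) or without mouse J (1.38), and not with the other alternatives set before the data were examined. F7 was 1.91 here and 1.06 in the paper, and was within it with a pseudocount of 8 (0.99), after quantile normalization (1.78), with library weights (1.75) or without mouse D (1.71), E (1.78) or K (1.77), and not with the others. Socs3 was 1.55 here and 0.78 in the paper, and was within it after quantile normalization, with library weights (1.23), in DESeq2 (1.34), in edgeR (1.34) or without mouse D (1.20) or K (1.47), and not with the others.
The paper states that CXCL5 mRNA did not change. Here Cxcl5 had a log2 fold change of 2.74, with every AnxA1-deficient mouse above every WT mouse (two-sided exact permutation test, p = 0.0043) and an adjusted p of 0.14 from limma. The paper also states no difference between genotypes for CXCL1, and Cxcl1 had a log2 fold change of 0.49, an unadjusted p under 0.05 and an adjusted p of 0.19 from limma (two-sided exact permutation test, p = 0.069). The paper states that the receptors of the IL-17 family did not differ. Il17re had a log2 fold change of 0.34 (two-sided exact permutation test, p = 0.0043; adjusted p = 0.15 from limma) and Il17rc one of 0.15 (two-sided exact permutation test, p = 0.039; adjusted p = 0.18 from limma).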

Other observations

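The tests of genes near Anxa1 and of the direction of mouse D were chosen only after the results were seen; the other tests were set before.
Of 100 drawn splits of the 11 mice into 6 and 5, 1, the real split, gave as many as 4088 genes at an unadjusted p under 0.05; the largest number in another split was 3566 and the median 502. At an adjusted p under 0.05, 1 split gave as many as 93 genes, and the others gave 0. For the family medians, the number of splits as far from 0 was 15 for the respiratory chain genes, 1 for the tricarboxylic acid cycle genes, 10 for the solute carrier genes, 5 for the chemokine genes, 2 for the interleukin genes, 1 for the Toll-like receptor genes, 31 for the IL-17 genes, 41 for the neutrophil genes and 2 for the macrophage genes. At least 5 of the 100 splits were thus as far for the respiratory chain, solute carrier, chemokine, IL-17 and neutrophil genes. For the interleukin and macrophage genes 1 other split was farther from 0 than the real one, at 0.41 and 0.93 without regard to sign.
Depth does not account for the family shifts. With all libraries thinned to 32387106 reads, 3999 genes had an unadjusted p under 0.05 and 57 an adjusted one, and the medians were -0.14 for the respiratory chain genes, -0.18 for the tricarboxylic acid cycle genes, 0.72 for the chemokine genes, 0.40 for the interleukin genes, 0.90 for the Toll-like receptor genes, 0.78 for the neutrophil genes and 0.94 for the macrophage genes. Random lists matched in mean value, transcript length and GC content were as far in the same direction in 1.01% of draws for the respiratory chain genes and 1.19% for the tricarboxylic acid cycle genes, in 0.30% for the solute carrier genes and 32.2% for the IL-17 genes, and in 0.01%, the smallest share that 10000 draws can give, for the chemokine, interleukin, Toll-like receptor, neutrophil and macrophage genes. The random lists matched to both metabolic families had a median of -0.10, so that part of their shift is shared by other genes of similar level, length and GC content.
With the mean log2 value of the proximal tubule marker genes as a covariate, the median fell from -0.14 to -0.0097 for the respiratory chain genes and from -0.18 to -0.027 for the tricarboxylic acid cycle genes. The number of genes at an adjusted p under 0.05 was then 21, of which 20 were among the 93, and 1238 had an unadjusted p under 0.05. A lower share of proximal tubule cells in the kidneys of AnxA1-deficient mice is a candidate explanation for the metabolic shift, as is any process that moves both sets of genes together; the 15 splits above mean that chance is not excluded for the respiratory chain genes.
Marker lists gave further values. The number of splits as far from 0 was 5 for the proximal tubule, 24 for the loop of Henle and distal tubule, 81 for the collecting duct, 1 for the podocyte, 11 for the T lymphocyte, 5 for the B lymphocyte, 7 for the fibroblast and matrix, 3 for the injured tubule and 1 for the EDP and prostaglandin pathway genes. The 12 injured tubule genes were all higher in AnxA1-deficient mice, with a median log2 fold change of 1.21 (adjusted p = 0.00014, camera of limma), and all 12 podocyte genes were higher with a median of 0.19 (adjusted p = 0.00011, camera of limma), also after quantile normalization. The T lymphocyte genes had a median of 0.54 (adjusted p = 0.0027, camera of limma), the B lymphocyte genes 0.62 (adjusted p = 0.025, camera of limma) and the fibroblast and matrix genes 0.65 (adjusted p = 0.00060, camera of limma). The EDP and prostaglandin pathway genes had a median of 0.32 (adjusted p = 0.030, camera of limma), with 12 higher and 7 lower, and 13 higher after quantile normalization. The size of several shifts rested in part on WT mouse D. Without it the medians fell to 0.66 for the injured tubule, 0.33 for the fibroblast and matrix, 0.18 for the EDP and prostaglandin pathway and 0.35 for the T lymphocyte genes. Those of the B lymphocyte and podocyte genes were then 0.54 and 0.21. With the correlation between genes estimated from the data, camera gave the highest adjusted p of the alternatives, at 0.32 for the proximal tubule, 0.42 for the injured tubule, 0.048 for the podocyte, 0.44 for the T lymphocyte, 0.32 for the B lymphocyte, 0.44 for the fibroblast and matrix and 0.16 for the EDP and prostaglandin pathway genes. The lowest over the alternatives were 2.4e-08, 1.6e-06, 9.8e-06, 0.00036, 0.0061, 6.9e-05 and 0.0040, in the same order. The fry test of each list alone gave 0.085, 0.13, 0.00035, 0.18, 0.072, 0.18 and 0.0040. The adjusted p was also above 0.05 with a minimum mean of 50 for the T lymphocyte, B lymphocyte and EDP genes, without mouse B or I for the B lymphocyte genes and without mouse F or I for the EDP genes.
Genes near Anxa1 differed more often than others. Of the 100 nearest tested genes, 20 had an unadjusted p under 0.01 (20.0%), against 1302 of 17119 other tested genes (7.61%; Fisher's exact test, two-sided, p = 6.2e-05). Among the nearest 20, 5 did, with log2 fold changes of -0.80 for Nmrk1, -0.64 for Carnmt1, -0.47 for Trpm6, 0.24 for Ostf1 and 0.71 for Aldh1a1. Alleles of another strain kept around the targeted gene are a candidate explanation; neighboring genes can also be regulated together, which was not tested.
AnxA1-deficient mice and mouse D differed from the other WT mice in opposite directions on average. On the first principal component AnxA1-deficient mice H (16.6) and I (10.1) lay below WT mouse F (17.5), so that the groups overlapped there. Across genes, which are not independent replicates, the difference of mouse D from the other WT mice and that of the AnxA1-deficient mice from the WT mice without D had a Pearson's r of -0.429 and a Spearman's rho of -0.471. For the other WT mice in the place of D, r lay between 0.0870 and 0.731, and the shared reference pushes r upward by construction. The reference for these mice included mouse D, which lay apart, so that their r and that of D were not obtained on equal terms. The extent of nephritis may differ between mice along the same direction as between genotypes, which is a hypothesis from 1 mouse.
Col1a1, which the paper measured by RT-PCR, had 8327 ± 4341 normalized counts in WT mice (SD, n = 6) and 11784 ± 2249 in AnxA1-deficient mice (SD, n = 5), with overlapping groups (two-sided exact permutation test, p = 0.12), a ratio of 1.42. The paper's RT-PCR value relative to GAPDH is 189% ± 18. Relative to Gapdh the ratio here was 1.80. WT mouse D had the lowest Col1a1, and its value relative to Gapdh was 0.711, against 4.85 to 10.2 in the other WT mice. Both ratios thus rest in part on mouse D. Gapdh itself was lower in all AnxA1-deficient mice, at 979 ± 92.7 normalized counts (SD, n = 5) against 1284 ± 161 (SD, n = 6), a log2 fold change of -0.39 (two-sided exact permutation test, p = 0.0043; adjusted p = 0.077 from limma). With thinned libraries it was also -0.39, and 25.1% of its 50-base stretches occur in other genes, so that the fall of Gapdh cannot be told apart from shared reads.
Cxcl5 kept a log2 fold change of 2.72 with thinned libraries, and 0.693% of its 50-base stretches occur in other genes, so that neither depth nor shared reads account for its rise.
Of the leukocyte markers, Ptprc had a log2 fold change of 0.78, Itgam 1.27, Trbc2 0.74 and Cd3e 0.33. The adjusted p from limma was 0.13, 0.11, 0.13 and 0.51, in the same order. The groups overlapped for Cd3e (two-sided exact permutation test, p = 0.33). Itgam shares 66.3% and Trbc2 44.0% of the 50-base stretches with another gene, so that their values are uncertain.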
